# RNA-Seq is not required to determine stable reference genes for qPCR normalization

**DOI:** 10.1371/journal.pcbi.1009868

**Published:** 2022-02-28

**Authors:** Nirmal Kumar Sampathkumar, Venkat Krishnan Sundaram, Prakroothi S. Danthi, Rasha Barakat, Shiden Solomon, Mrityunjoy Mondal, Ivo Carre, Tatiana El Jalkh, Aïda Padilla-Ferrer, Julien Grenier, Charbel Massaad, Jacqueline C. Mitchell

## Abstract

Assessment of differential gene expression by qPCR is heavily influenced by the choice of reference genes. Although numerous statistical approaches have been proposed to determine the best reference genes, they can give rise to conflicting results depending on experimental conditions. Hence, recent studies propose the use of RNA-Seq to identify stable genes followed by the application of different statistical approaches to determine the best set of reference genes for qPCR data normalization. In this study, however, we demonstrate that the statistical approach to determine the best reference genes from commonly used conventional candidates is more important than the preselection of ‘stable’ candidates from RNA-Seq data. Using a qPCR data normalization workflow that we have previously established; we show that qPCR data normalization using conventional reference genes render the same results as stable reference genes selected from RNA-Seq data. We validated these observations in two distinct cross-sectional experimental conditions involving human iPSC derived microglial cells and mouse sciatic nerves. These results taken together show that given a robust statistical approach for reference gene selection, stable genes selected from RNA-Seq data do not offer any significant advantage over commonly used reference genes for normalizing qPCR assays.

## Author summary

RTqPCR is a powerful technique that is widely used to quantify gene expression in research and diagnostics of different diseases. The technique involves making multiple copies (amplification) of a specific target DNA. The amplified target DNA binds to a molecule that emits fluorescence upon binding. The extent of fluorescence correlates to the amount of DNA present. To precisely quantify this fluorescence (and thus the quantities of target DNA), internal control genes also called as reference genes need to be determined. Such genes, in principle, do not have varied expression across samples and would exhibit the same fluorescence in all samples. They can thus be used to normalize the expression of the Target DNA. Unfortunately, choosing the right reference gene is very tricky and poor choice of reference genes results in unreliable data both in research and in diagnostics. In this study, we validate a statistical approach to find stably expressed reference genes for any experimental setting using a given set of candidates. We compare our approach to RNA sequencing which quantifies the expression of thousands of genes at the same time. We highlight the advantages of our approach which is cost effective and saves a lot of time when compared to sequencing.

## Introduction

Normalization of relative gene expression using qPCR assays relies crucially on the use of reference genes that exhibit minimal variation across experimental conditions [1–5]. Thus, the choice of reference genes has a significant bearing on the normalized profiles of target genes. In the last two decades, many statistical approaches have been proposed to help researchers identify stable reference genes from a given set of candidates [6–11]. However, the calculations and assumptions employed in these approaches fundamentally differ and could give rise to conflicting results [12]. To address these concerns, we recently reviewed these approaches and following a comparison of existing methods including Coefficient of Variation (CV) analysis, GeNorm, NormFinder, pairwise ΔCT method and Best Keeper, we proposed an effective qPCR analysis workflow [12]. Our approach combining visual representation and statistical testing of intrinsic variation, CV analysis for identifying overall reference gene variation and the NormFinder algorithm, proved to be effective in determining stable reference genes from a given set of candidates.

However, more recently, a growing number of studies have proposed the use of bulk RNA-Seq to screen for stable reference genes followed by the application of existing statistical methods to obtain the “best” reference genes to normalize qPCR assays [13–21]. In these studies, the intrinsic validity of screening for reference genes directly from the bulk RNA-Seq data is clear, as they have used RNA-Seq to identify stable reference genes in an effort to standardize the use of certain genes for their experimental setting. Although bulk RNA-Seq data analysis pipelines quantify differential expression of target genes, performing a qPCR confirmation is often prudent as genes that exhibit shorter transcript lengths and lower expression levels exhibit discordant results between RNA-Seq and qPCR [22,23]. This is largely because frequently used RNA-Seq normalization strategies are prone to overall and sample specific transcript-length bias wherein longer transcripts are attributed with more counts regardless of expression levels [24,25]. Moreover, in a standard RNA-Seq experiment employing 3–4 biological replicates per condition, a vast majority of the reads arise from a small set of highly expressed genes and thus there is an inherent discrimination towards genes that are less expressed in the system [26,27]. These factors are mostly likely at play when discordant differential expression results are obtained between qPCR and RNA-Seq [23]. Thus, the selection of qPCR reference genes from RNA-Seq data is not the best strategy as it can potentially lead to sub-optimal candidates. Moreover, the cost-benefit trade off in performing RNA-Seq to identify stable reference genes for qPCR assays is negligible. This approach is also not always feasible, especially in cases of sample scarcity or when dealing with poor yields of RNA. It is particularly relevant when we are interested in only a small number of target genes whose expression can be assessed solely by qPCR. However, although qPCR is not prone to the same biases as RNA-Seq, the strongest impediment to performing reliable qPCR data analysis is poor reference gene selection for a given experimental setting. Thus, the approach used to validate reference genes is of utmost importance and it should ideally not be dependent on a specific source of “stable” candidates. It is also advantageous if suitable reference genes can be identified by the same technology rather than RNA-Seq.

In this study, we address these concerns by demonstrating that the statistical approach employed to validate reference genes is more important than the preselection of stable genes from bulk RNA-Seq data. Specifically, with the right statistical approach, reference genes filtered from any conventional set of candidates generate the same differential expression results when compared to stable genes preselected from bulk RNA-Seq data. Furthermore, the results obtained are also comparable with the fold changes observed in RNA-Seq for the genes that we tested in qPCR. These results taken together demonstrate that the preselection of candidate reference genes is not of any significance for data normalization and hence, RNA-Seq data is not an essential requisite to obtain robust reference genes for qPCR data normalization.

## Materials and methods

### Ethics statement

All aspects of animal care and animal experimentation were performed in accordance with the relevant guidelines and regulations of INSERM, Université de Paris, and approved by the French National Committee of Animal experimentation and ethics.

### Sample procurement

#### iPSC Microglia

The CRISPR/Cas gene edited TREM2 knock-out iPSC line BIONi010-C-17 (TREM2 KO) and its isogenic control BIONi010-C (TREM2 WT) were purchased from EBISC and maintained at 37°C 5% CO2 with E8-Flex medium. Microglia were differentiated from these lines as previously described [28]. In short, using AggreWell 800 (34850, StemCell Technologies), embryonic bodies (EBs) were prepared from iPSCs in E8-Flex medium supplemented with 50 ng/ml VEGF (PHC9394, ThermoFisher), 50 ng/ml BMP4 (120-05ET, Peprotech), and 20 ng/ml SCF (300–07, PeproTech) for 3 days with 75% medium change each day. EBs were transferred to a T75 flask in X-VIVO15 (BE02-060F, Lonza) medium supplemented with 25 ng/ml IL-3 (PHC0031, ThermoFisher), 2 mM Glutamax (35050061, ThermoFisher), 100 ng/ml M-CSF (300–25, PeproTech), and 0.055 mM β-mercaptoethanol (31350–010, ThermoFisher). Precursor cells started to emerge from the EBs approximately 4 weeks later, and were collected by gently tapping the flask. These precursor cells are differentiated to microglia over 7-days in DMEM F:12, Neuronal basal medium plus (1:1) supplemented with 100 ng/ml IL-34, 10 ng/ml GM-CSF, and 100 ng/ml M-CSF.

#### Sciatic nerves

To assess the stability of commonly used reference genes during myelination of the sciatic nerves, P3 and P21 C57BL6/J mice (3 Males and 4 females per time point) were dissected and the sciatic nerves were harvested for RNA extraction. The RNA-seq data for these time points was mined from a publicly available dataset as explained in the *“Bulk RNA-seq and data analysis”* section below.

### Total RNA extraction

#### iPSC microglia

Approximately 2x10^5^ iPSC derived microglial cells were harvested using TRIzol reagent (Ambion Life Technologies 15596018) for total RNA isolation. Total RNA was isolated using Direct-Zol^TM^ RNA microprep columns (Zymo research R2062) according to the manufacturer’s protocol.

#### Sciatic nerves

Total RNA was extracted from sciatic nerves using 1 mL of TRIzol reagent (Ambion Life Technologies 15596018) on ice using the manufacturer’s instructions with slight modifications. Briefly, 100% ethanol was substituted for isopropanol to reduce the precipitation of salts. In addition, RNA precipitation was carried out overnight at -20°C in the presence of glycogen (0.02mg/mL final concentration). The following day, precipitated RNA was pelleted by centrifugation and washed at least 3 times with 70% Ethanol to eliminate any residual contamination. Tubes were then spin-dried in a vacuum centrifuge for 5 minutes and RNA was resuspended in 20 μL of RNA resuspension buffer containing 0.1mM EDTA, pH 8. RNA was then stored at -80°C till RTqPCR.

### RNA quality, integrity, and assay

#### iPSC Microglia

RNA quantity was assayed using UV spectrophotometry on Nanodrop One (Thermo Scientific). Optical density absorption ratios A260/A280 & A260/A230 of the iPSC microglia samples were 2.0 (±0.1 SD) and 2.1 (±0.1 SD) respectively. RNA integrity was verified using Agilent bioanalyzer. All the samples exhibited a RIN score ≥ 9 and were subsequently used for downstream analysis including paired-end bulk RNA-seq and qPCR.

#### Sciatic nerves

RNA quantity was assayed using UV spectrophotometry on Nanodrop One (Thermo Scientific). Optical density absorption ratios A260/A280 & A260/A230 of sciatic nerve samples were 1.84 (±0.04 SD) and 1.54 (±0.53 SD) respectively. RNA integrity was verified using Agilent bioanalyzer at the Genomics Platform at Institut Cochin, Paris. All samples exhibited a RIN score ≥ 8.8 and were used for qPCR analysis.

### Bulk RNA-seq and data analysis

For the iPSC samples, total RNA was extracted and sent to Genewiz, Germany for paired-end bulk RNA-seq. The raw data, final processed data and the metadata are available in the GEO database (GSE178924). For the sciatic nerves, bulk RNA-Seq data was obtained from a previously published study [29]. The raw data can be accessed at the Zenodo repository (https://zenodo.org/record/1154250). Only the WT datasets at P3 and P21 were mined and re-analyzed. Fastq files were aligned using the STAR algorithm (version 2.7.6a). Reads were then counted using RSEM (v1.3.1) and the statistical analyses on the read counts were performed with the DESeq2 package (DESeq2_1.28.1) to determine the proportion of differentially expressed genes between the two experimental conditions [30]. The standard DESeq2 normalization method (DESeq2’s median of ratios with the DESeq function) was used, with a pre-filter of reads and genes (reads uniquely mapped on the genome, or up to 10 different loci with a count adjustment, and genes with at least 10 reads in at least 3 different samples). The biomaRt package (v2.44.4) was used to substitute gene names for the Ensembl IDs in the count matrix [31]. The DESeq2 pipeline was used to fit a generalized linear model (GLM) for the expression of each gene relative to the experimental groups. To determine the variation in gene expression, the dispersion value computed by the GLM was tabulated into the results data frame. Square root of dispersion was calculated using sqrt function from base functions in R (v4.0.2). The coefficient of dispersion (CVfromDisp) was calculated by multiplying square root of dispersion by 100.

### Reference gene selection from RNA-Seq

The data frame was subjected to 4 filtration methods to select stable genes in both the iPSC and Sciatic nerve datasets. First filtration was done by retaining all the genes with padj value above 0.05. The resulting data frame was ordered based on the log2FoldChange (log2FC) column and the second filtration was performed by retaining all the genes with log2FC between -0.1 to 0.1 implying negligible intergroup variation. Third filtration was done by retaining all the genes that lie in the CVfromDisp range between 10 & 20. The fourth and last filtration was performed by retaining all the genes that exhibited a Basemean value greater than or equal to 500 implying sufficient expression for qPCR detection.

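In the iPSC dataset, the filters were applied to the reads counted per gene in 4 WT and 4 TREM2KO libraries. DESeq2 was fitted to the 17884 genes with at least 10 reads in at least 3 libraries. Of these, 13479 genes had a padj value above 0.05, and DESeq2 gave no padj value for 18 genes, which were not kept. The log2FC of 4032 of the genes lay between -0.1 and 0.1, and 2152 of those had a CVfromDisp between 10 and 20. With a basemean of at least 500 required as well, 1089 genes were left, with basemean values from 500.1 to 498992. The highest value fell to 42355.9 without WT replicate B, 43959 without WT replicate C and 63355.7 without TREM2KO replicate A. Without any other single library it stayed between 465965 and 534506. The number of genes depended most on WT replicate A. Without this library 453 genes passed the 4 filters (2035 met all limits but the lower one on CVfromDisp, against 1919 with all 8 libraries), whereas leaving out any one of the other 7 libraries gave between 1065 and 1410 genes. When the dispersion that DESeq2 estimates for each gene before shrinkage was used for CVfromDisp, 667 genes passed.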

Once these criteria were applied, 683 genes were obtained (basemean values ranging from 500 to 123000) in the iPSC dataset and 42 genes were obtained (basemean values ranging from 500 to 48000) in the sciatic nerve dataset. To obtain stable reference genes with both low and high expression, the final list of candidates was partitioned into quartiles based on basemean expression. 3 reference genes from each of the first three quartiles and 1 reference gene from the last quartile were chosen; thereby generating 10 candidates. This selection strategy resulted in candidate reference genes that exhibit Cq values between 18 cycles (high expression) and 26 cycles (relatively lower expression) in qPCR.

### Conventional reference gene selection

All conventional reference genes chosen do not have any proven stability for the experimental setting in question. For the iPSC dataset, the conventional human reference genes chosen were *ACTB*, *GAPDH*, *GUSB*, *HPRT*, *PGK1*, *PPIA*, *RPL13A*, *TBP*, and *UBC*. For the sciatic nerve dataset, the conventional mouse reference genes chosen were *Actb*, *Gapdh*, *Tbp*, *Sdha*, *Pgk1*, *Ppia*, *Rpl13a*, *Hsp60*, *Mrpl10*, *Rps26*. These mouse reference genes have been previously used to establish the qPCR data analysis workflow [12]

### Target gene selection

Differentially expressed genes that exhibited Padj<0.05 were first retained from the results dataframe. Next, genes that exhibited log2FC values above +0.6 and below -0.6 were retained and partitioned into 2 separate lists. 3 target genes were randomly chosen from each of these lists for differential expression analysis in the iPSC dataset. In the Sciatic nerve dataset, 3 upregulated genes and 3 downregulated genes were chosen based on the recently published Sciatic Nerve Atlas https://www.snat.ethz.ch [32].

### Primer design

All primers used in the study were designed using the Primer 3 plus software (https://primer3plus.com/cgi-bin/dev/primer3plus.cgi). Splice variants and the protein-coding sequence of the genes were identified using the Ensembl database (www.ensembl.org). Constitutively expressed exons among all splice variants were then identified using the ExonMine database [33]. Primers that spanned two subsequent constitutively expressed exons were then designed using the Primer 3 plus software. The amplicon size of all primers was between 88bp– 200bp. For detailed information on Primer sequences refer to the metadata - https://doi.org/10.6084/m9.figshare.15169104.v2

### Amplification efficiencies

The amplification efficiencies of primers were calculated using serial dilution of cDNA molecules. Briefly, cDNA from both the experimental groups of the sciatic nerve (for mouse primers) and iPSC (for human primers) were serially diluted four times by a factor of 10 (1, 1:10, 1:100 & 1:1000). qPCR was then performed using these dilutions and the results were plotted as a standard curve against the respective concentration of cDNA. If the Cq values of the 4th dilution fell beyond the detection range of the machine or closer to the No-RT Control, only the first three dilutions were taken into consideration. Amplification efficiency (E) was calculated by linear regression of standard curves using the following equation: E = 10^(-1/Slope of the standard curve).^ Primer pairs that exhibited an Amplification Efficiency (E) of 1.9 to 2.1 (95% - 105%) and an R^2^ value (Determination Coefficient) of 0.99 or above were chosen for this study. The Cq values of all genes across different groups were well within the range of the standard dilution curve. Standard curves and amplifications efficiencies of all primers used can be accessed from the metadata - https://doi.org/10.6084/m9.figshare.15169104.v2

### RT-qPCR

#### iPSC microglia

1000 ng of total RNA was first subjected to DNase digestion (Thermo scientific EN0525) at 37°C for 30 minutes to eliminate contaminating genomic DNA. Next, DNase activity was stopped using EDTA (Thermo scientific) and cDNA synthesis was done using iSCRIPT^TM^ cDNA synthesis kit from BioRad (1708891) to a total volume of 20 μl. cDNA was diluted 1:10 with nuclease free water for qPCR analysis. qPCR was performed using Takyon ROX SYBR 2X MasterMix (Eurogentec UF-RSMT-B0701) as a fluorescent detection dye. All reactions were carried out in a final volume of 8 μl in 384 well plates with 300 nM gene-specific primers, around 5 ng of cDNA (at 100% RT efficiency) and 1X SYBR Master Mix in each well. Each reaction was performed in triplicates. All qPCR experiments were performed using ThermoFisher Scientific QuantStudio 7 with a No-Template-Control (NTC) to check for primer dimers and a No-RT-Control (NRT) to check for any genomic DNA contamination.

#### Sciatic nerves

500 ng of total RNA was reverse transcribed with Random Primers (Promega C1181) and MMLV Reverse Transcriptase (Sigma M1302) according to prescribed protocols. qPCR was performed using Absolute SYBR ROX 2X qPCR mix (Thermo AB1162B) as a fluorescent detection dye. All reactions were carried out in a final volume of 7 μl in 384 well plates with 300 nM gene-specific primers, around 3.5 ng of cDNA (at 100% RT efficiency) and 1X SYBR Master Mix in each well. Each reaction was performed in triplicates. All qPCR experiments were performed on BioRad CFX384 with a No-Template-Control (NTC) to check for primer dimers and a No-RT-Control (NRT) to check for any genomic DNA contamination.

### qPCR statistical analysis and data visualization

qPCR readouts were analyzed in Precision Melt Analysis Software v1.2 (Sciatic nerve samples) and QuantStudio Real-Time PCR Software v1.7.1 (iPSC samples). The amplicons were subjected to Melt Curve analysis and were verified for a single dissociation peak at a Melting Temperature (Tm) > 75°C as expected from the primer constructs. The Cq data was exported to Microsoft Excel for further calculations. Each biological sample had three technical replicates thereby generating three individual Cq values. The arithmetic mean of the triplicates was taken to be the Cq representing the biological sample. The standard deviation (SD) of the triplicates was also calculated and samples that exhibited SD > 0.20 were considered inconsistent. In such cases, one outlier Cq was removed to have at least duplicate Cq values for each biological sample and an SD < 0.20.

Reference gene validation was performed according to our qPCR data analysis workflow [12]. Visual representation of potential intrinsic variation in reference genes was identified by plotting the raw expression profiles (2^-ΔCq^) of all candidate reference genes. Due to reduced sample sizes, a non-parametric Mann Whitney U-Test was performed to assess statistically significant expression variation between experimental groups. The alpha value was set at 0.05 for statistical significance. The genes were then screened using Coefficient of variation (CV) analysis to eliminate genes that exhibited CV>50% as they could impede the robustness of the Normfinder algorithm [12]. Normfinder was then used to determine the best pair of reference genes (least S value) to compute the Normalization Factor (NF) for qPCR data normalization [8]. From the resulting pair of stable reference genes, the NF was then calculated as the arithmetic mean of the Cq values of the 2 genes for each sample. Relative expression of target genes was then quantified using the 2^-ΔΔCt^ method and data was normalized by the NF calculated from the 2 best reference genes [34,35]. Relative fold change data was then analysed and visualised using R studio. Statistical tests used for comparing experimental groups are indicated in the respective Figure legends.

## Results

### Reference gene selection from RNA-Seq of microglia (WT vs TREM2KO)

A growing body of literature promotes the use of RNA-Seq to identify stable reference genes for qPCR data normalization in different experimental conditions. However, we believe that this approach is superfluous and that stable reference genes can readily be identified by starting out with any conventional set of candidates and adopting the right statistical approach to determine the best reference genes for a given experimental condition. To test this hypothesis, we first performed paired-end bulk RNA-Seq on iPSC-derived WT and TREM2KO microglia, an experimental model used to study the role of microglia in neuroinflammation and neurodegeneration [36,37]. 

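The RNA-Seq dataset comprised 8 libraries, 4 from WT and 4 from TREM2KO microglia, named replicates A to D in each group. The WT cells were made from the iPSC line BIONi010-C and the TREM2KO cells from a CRISPR-edited clone of this line, each differentiated into microglia over 7 days. Each genotype is therefore represented by 1 line, and a difference between the genotypes cannot be separated from a difference between the lines. The sample labels name the cells as iPSC lines, whereas the paper describes the same samples as iPSC-derived microglia. According to the labels, ribosomal RNA was depleted and strand-specific paired-end libraries were prepared. The paper states that the reads were aligned with STAR and counted with RSEM. The deposited files hold whole numbers in the layout that featureCounts writes, and the paper does not name the program behind this layout, the genome build or whether the counting used the strand.
The values used here are the reads counted on each of 57500 genes, without normalization. The total count per library was between 18492724 and 24093011 in the WT group (median 21102562) and between 18667997 and 28296300 in the TREM2KO group (median 21726775). A table of the whole series gives counts for 597973 exon parts instead. A read that touches several parts is counted in each, so its totals run from 48355319 to 82153433 per library. Its sums per gene were used as an alternative and for single exons. Every pair of libraries of a group differed by more than the sampling noise (chi-square per degree of freedom between 3.19 and 187.6 over genes), so no library is a second copy of another, and the labels name them as replicates. WT replicate A stood apart from the others. RN7SL2, a short non-coding RNA of the signal recognition particle, took 16.1% of its counts, between 2.47% and 2.69% in the other WT libraries and between 2.53% and 6.42% in the TREM2KO libraries. Genes with at least 10 reads in at least 3 libraries were tested. Differential expression was assessed with edgeR's quasi-likelihood test after TMM normalization, and fold changes were computed from counts normalized by DESeq2's median of ratios, with the WT mean as calibrator. With 4 libraries against 4, an exact two-sided permutation test cannot give a p below 0.029. Positions are given as in the deposited files. Of the 19737 protein-coding genes shared with GENCODE release 29, which is on GRCh38, 99.9% overlap their position there.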

Based on the criteria detailed in the Materials and Methods section (see *Reference gene selection from RNA-Seq*), we shortlisted 10 candidate reference genes (*ANXA7*, *APIP*, *CCNT2*, *CNBP*, *DDX42*, *FOXK1*, *KIF13A*, *MRPL37*, *PPP1R10*, and *USP5*) from our RNA-Seq data. 

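In the gene counts, none of the 10 genes ANXA7, APIP, CCNT2, CNBP, DDX42, FOXK1, KIF13A, MRPL37, PPP1R10 and USP5 differed between the WT and TREM2KO groups (0 genes with a DESeq2 adjusted p under 0.05, and also 0 at an unadjusted p under 0.05). The mean fold change in the TREM2KO group lay between 0.936 for CNBP and 1.06 for KIF13A (n = 4 libraries per group). The log2FC values lay between -0.10 and 0.09 and the DESeq2 adjusted p-values between 0.598 and 0.902. The smallest p of the exact two-sided permutation tests was 0.314. The paper chose these genes from these same libraries by limits on padj and log2FC. The lack of a difference therefore follows largely from their selection and is not separate evidence of stability.
The basemean values ran from 689 for MRPL37 to 5027 for CNBP. CNBP (chromosome 3, 129169484 to 129183922) had 5194 ± 562 normalized counts in the WT group and 4861 ± 450 in the TREM2KO group (SD, n = 4 each). KIF13A (chromosome 6, 17759183 to 17987623) had 1486 ± 203 and 1580 ± 79.6 normalized counts. WT replicate A was the highest WT library for CNBP (6033 normalized counts against 4846 to 4987) and the lowest for KIF13A (1182 against 1570 to 1602).
CVfromDisp was lowest for PPP1R10 (9.55) and highest for MRPL37 (13.1). The values of PPP1R10 and FOXK1 (9.84) were below 10, so 8 of the 10 genes passed the 4 filters in this fit. Without WT replicate A none passed (0 of the 10), since CVfromDisp was under 10 for 7 of them and the log2FC was beyond 0.1 for 4, and without WT replicate B, TREM2KO replicate A or TREM2KO replicate B 5 of them did. With the edgeR fit, or with exon part sums, an alternative chosen after seeing the data, all 10 passed. Among the genes past the filters, ordered by basemean, 2 of the 8 genes fell in the lowest quartile, 1 in the next, 4 in the one after and 1 in the highest.

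**Figure D1:**
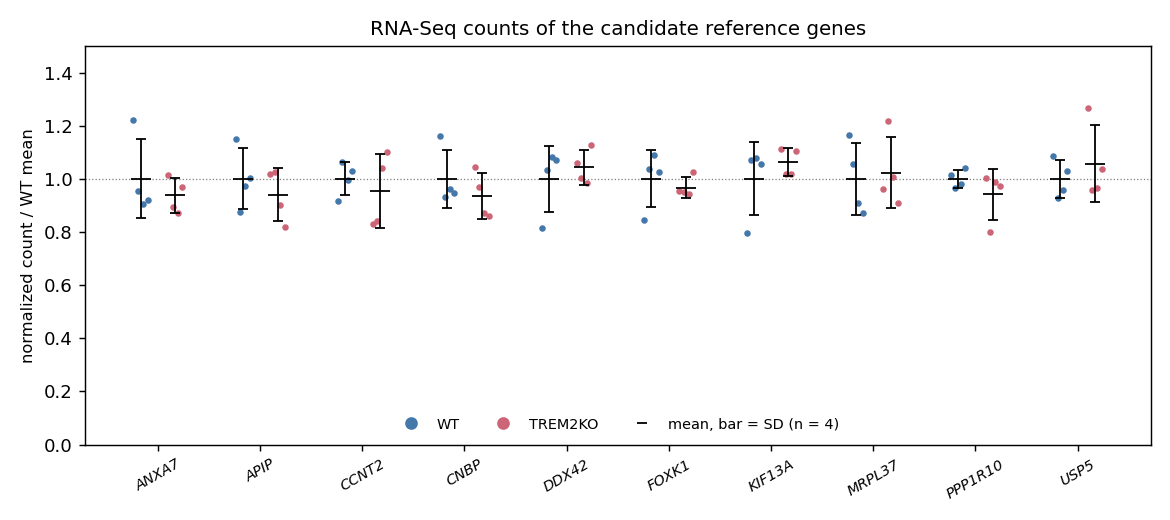
Normalized RNA-Seq counts of the 10 candidate reference genes in each library, divided by the mean of the WT group (vertical axis). Points are libraries, and black marks give the mean and SD of 4 libraries of WT (blue) and TREM2KO (red). The TREM2KO means lie between 0.936 and 1.06.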

The base mean values of these genes and other RNA-Seq data features are detailed in **S1 Table**.

### Reference gene validation of RNA-Seq derived reference genes (WT vs TREM2KO)

The reference genes selected from RNA-Seq were then subjected to validation using the qPCR workflow that we developed recently [12]. We first computed the intrinsic variation of reference genes by linearizing the Cq values (2^-Cq^) followed by visually representing the non-normalized expression levels (2^-ΔCq^) of the genes in both experimental groups (**Fig 1).** The WT group was used as the experimental calibrator. Subsequently, statistical testing was performed using a non-parametric Mann Whitney Test to determine significant differences between the groups. Among the 10 genes tested, only 2 genes (MRPL37 and PPP1R10) showed significant variation in non-normalized expression levels between the WT and TREM2KO groups (**Fig 1**).

**Fig 1:**
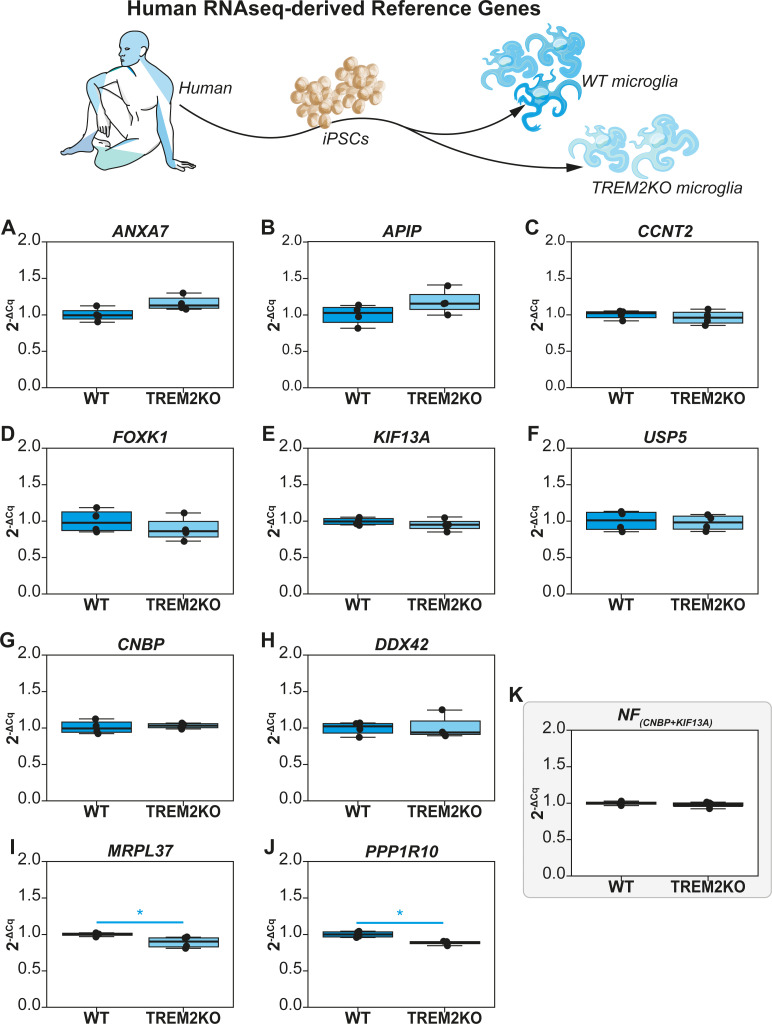
Non-normalized expression profiles (2^-ΔCq^) of reference genes derived from RNA-Seq data of iPSC derived microglia. WT group was used as the experimental calibrator. (A) ANXA7, (B) APIP, (C) CCNT2, (D) FOXK1, (E) KIF13A, (F) USP5, (G) CNBP, (H) DDX42, (I) MRPL37, (J) PPP1R10 and (K) Normalization Factor (NF) assessed by NormFinder that combines CNBP & KIF13A. Non-parametric Mann Whitney U test was used to assess differences between the groups. The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05.

In accordance with our workflow, we next performed Coefficient of Variation analysis on linearized Cq values (2^-Cq^) to assess the overall variation (both groups included) of the reference genes (**Table 1**). The genes tested exhibited CV values between 5.99% and 15.75% and they were ranked as shown in **Table 1**. As all genes exhibited CV<50%, they could therefore be screened using the NormFinder algorithm to determine the best combination of reference genes to be used for data normalization. This is a crucial step of reference gene validation as genes that exhibit CV>50% can compromise the robustness of the algorithm [12]. NormFinder determines the stability of a reference gene by factoring the intergroup as well as the intragroup variation and computes a Stability S Score [8]. The lower the S score, the higher the stability of the gene across all experimental groups. The algorithm also suggests the best pair of reference genes that can be used for robust data normalization. NormFinder results of the selected reference genes from RNA-seq are represented in **Table 1** along with their respective S Scores and ranks. The algorithm further revealed CNBP and KIF13A to be the best combination of genes with a grouped Stability S score of 0.05 (**Table 1**). The Cq values of these two genes were then combined to compute the Normalization Factor (NF). Evidently and as expected, the non-normalized expression level of the NF does not vary significantly between the two groups (**Fig 1K**). It is to be noted that the combination of the two best reference genes exhibits lesser intergroup and intragroup variation (**Fig 1K versus the rest**) including the top ranked CNBP (**Fig 1G**). This is an inherent feature of the algorithm.

**Table 1:** CV and NormFinder analysis RNA-Seq derived reference genes in iPSC microglia. Expression stability of candidate reference genes derived from bulk RNA-Seq data were evaluated using Coefficient of Variation (CV) Analysis & NormFinder.

CV Analysis			NormFinder		
Gene	%CV	Rank	Gene	Stability S	Rank
*CNBP*	5.99	1	*CNBP*	0.07	1
*KIF13A*	6.36	2	*CCNT2*	0.08	2
*PPP1R10*	6.87	3	*KIF13A*	0.1	3
*CCNT2*	7.46	4	*PPP1R10*	0.1	4
*MRPL37*	7.74	5	*USP5*	0.1	5
*ANXA7*	10.58	6	*MRPL37*	0.11	6
*USP5*	10.81	7	*DDX42*	0.12	7
*DDX42*	11.41	8	*ANXA7*	0.15	8
*APIP*	14.61	9	*FOXK1*	0.15	9
*FOXK1*	15.75	10	*APIP*	0.16	10

Normfinder Best Pair: CNBP/KIF13A

Grouped Stability: 0.05

### Reference gene validation of conventional human reference genes (WT vs TREM2KO)

In addition to the reference genes derived from the RNA-Seq data, we next sought to validate commonly used human reference genes chosen arbitrarily. We selected 10 reference genes (*ACTB*, *GAPDH*, *GUSB*, *PPIA*, *RPLP0*, *TBP*, *HPRT*, *PGK1*, *UBC*, *and RPL13A*) and assessed their intergroup variation by plotting their non-normalized profiles (**Fig 2**). This was followed by statistical testing for significant differences between the two experimental groups. Among the 10 genes tested, none of the genes exhibited significant variation in their non-normalized expression levels (**Fig 2**).

**Fig 2:**
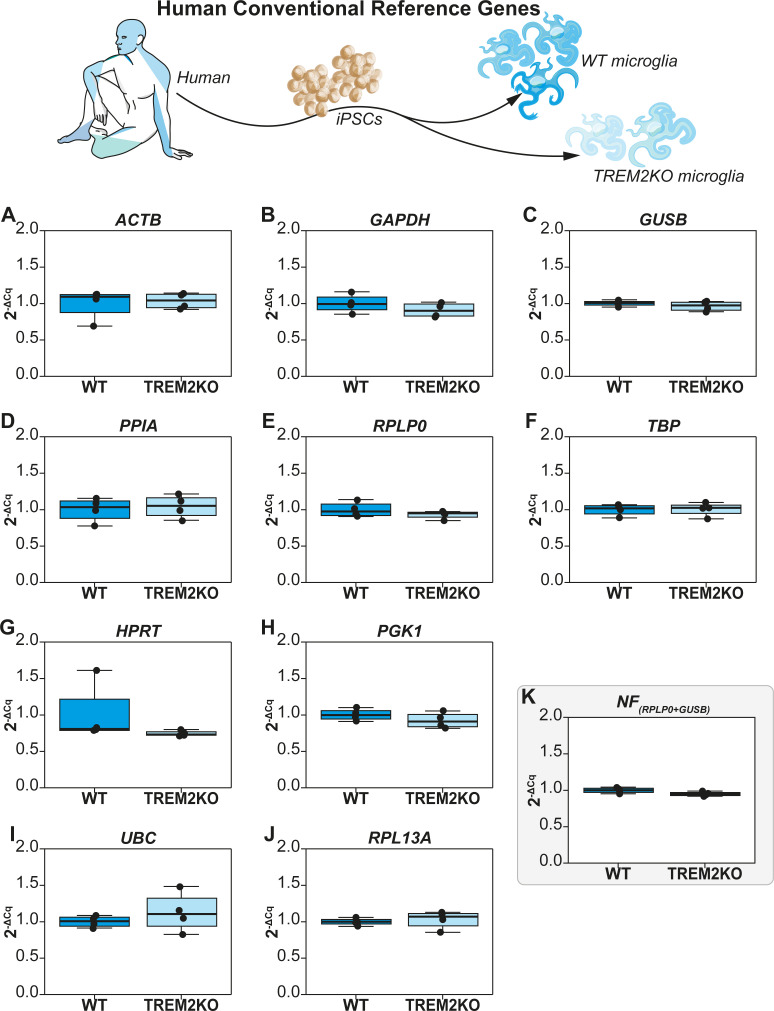
Non-normalized expression profiles (2^-ΔCq^) of conventional human reference genes in iPSC derived microglia. WT group is used as the experimental calibrator. (A) ACTB, (B) GAPDH, (C) GUSB, (D) PPIA, (E) RPLP0, (F) TBP, (G) HPRT, (H) PGK1, (I) UBC, (J) RPL13A, and (K) Normalization Factor (NF) assessed by NormFinder that combines RPLP0 & GUSB. Non-parametric Mann Whitney U test was used to assess differences between the groups. The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05, ** P<0.01, *** P<0.001.

These genes were then subjected to CV analysis to assess the overall variation (**Table 2**). They exhibited CV values ranging from 5.29% to 32.37%. However, all genes satisfied the CV<50% criterion for NormFinder screening. NormFinder results for these genes are also shown in **Table 2.** Interestingly and in contrast to the reference genes derived from the RNA-Seq data (**Table 1**), the Stability S score of the conventional genes are largely lower than the genes derived from RNA-Seq, thus indicating better stability. The first 6 ranks from RPL13A to GAPDH have S scores less than 0.1 whereas in the previous dataset (**Table 1**), only the first 2 ranks (CNBP & CCNT2) exhibit scores less than 0.1. Finally, among all the conventional reference genes screened, NormFinder suggested the use of RPLP0 and GUSB as the best pair for data normalization with a grouped stability of 0.03 (**Table 2**); which in comparison, is lesser than the Stability Score of 0.05 from CNBP and KIF13A (**Table 1**). In principle, these results show that conventional reference genes could potentially exhibit better stability than stable reference genes filtered from RNA-Seq data.

**Table 2:** CV and NormFinder analysis of conventional reference genes iPSC microglia. Expression stability of conventional candidate reference genes were evaluated using Coefficient of Variation (CV) Analysis, NormFinder.

CV Analysis			NormFinder		
Gene	%CV	Rank	Gene	Stability S	Rank
*GUSB*	5.29	1	*RPL13A*	0.03	1
*TBP*	7.56	2	*GUSB*	0.04	2
*RPL13A*	8.16	3	*RPLP0*	0.05	3
*RPLP0*	8.18	4	*TBP*	0.05	4
*PGK1*	9.56	5	*PGK1*	0.06	5
*GAPDH*	11.35	6	*GAPDH*	0.07	6
*PPIA*	13.75	7	*PPIA*	0.10	7
*ACTB*	14.31	8	*UBC*	0.11	8
*UBC*	17.47	9	*ACTB*	0.14	9
*HPRT*	32.27	10	*HPRT*	0.18	10

NormFinder Best Pair: RPLP0/GUSB

Grouped Stability S: 0.03

### Differential expression of target genes by qPCR and RNA-Seq (WT vs TREM2KO)

Following reference gene validation of conventional and RNA-Seq-derived candidates, we picked 6 target genes that were differentially expressed based on the RNA-Seq results (*see Target gene selection* from *Materials & Methods*). 

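Of the 17884 genes tested, 4003 were differentially expressed between the WT and TREM2KO groups (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1785 higher and 2218 lower in TREM2KO. With a log2FC beyond 0.6 in either direction required as well, 969 genes were higher and 1504 lower. TREM2, P2RY12 and CD52 were among the lower and ACSS3, SYDE1 and TBX10 among the higher genes. The counts of the 4 TREM2KO libraries lay entirely above or below those of the 4 WT libraries for 4738 genes, where chance gives 2.86% of genes. The number of differentially expressed genes moved most when the change itself was tested against a log2FC of 0.6 (edgeR's glmTreat), which left 1111 genes. With counts scaled by the library total alone, 54.6% of the differentially expressed genes were higher in TREM2KO, against 44.6% with TMM normalization. After trends with GC content and transcript length were removed from each library, a correction chosen after seeing the data, 59.0% were higher (3076 genes higher and 2136 lower).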

We included 3 target genes (*TREM2*, *P2RY12* and *CD52*) that were significantly downregulated and 3 others (*ACSS3*, *SYDE1* and *TBX10*) that were significantly upregulated. The relative expression of these genes was then computed by qPCR using the Normalization Factor (NF) from conventional candidate reference genes (*RPLP0* & *GUSB* or Conventional NF) or from RNA-Seq-derived candidate reference genes (*CNBP* & *KIF13A* or RNA-Seq derived NF) (**Fig 3**). To compare our qPCR results, we also computed the fold change assessed by RNA-Seq using the Normalized counts of these genes.

**Fig 3:**
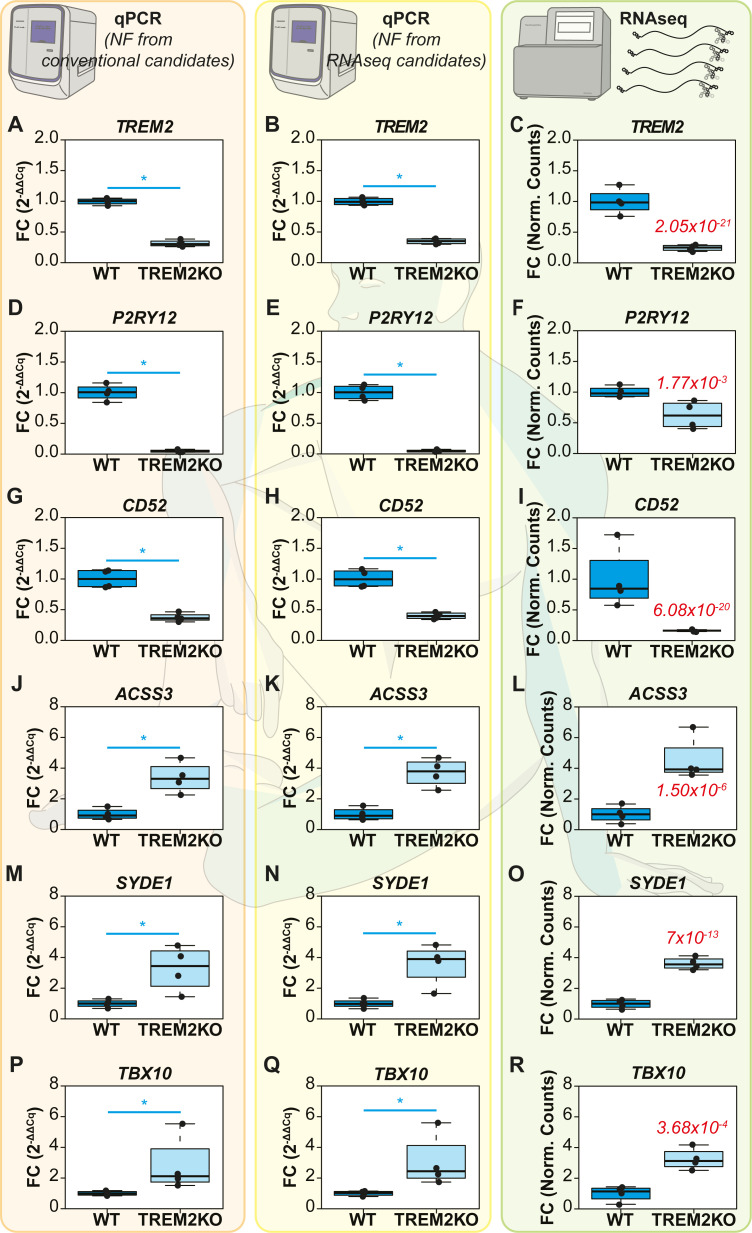
Differential expression of target genes between WT and TREM2KO iPSC cells assessed by qPCRs and RNA-Seq. The target genes (TREM2, P2RY12, CD52, ACSS3, SYDE1, TBX10) have been normalized with the normalization factor (NF) computed from conventional reference genes RPLP0 & GUSB in the first column (A, D, G, J, M, P) or from RNA-Seq derived reference genes CNBP & KIF13A in the second column (B, E, H, K, N, Q). The third column contains the Fold Changes computed from RNA-Seq (C, F, I, L, O, R). The normalized counts for each gene in each group were used to calculate the fold changes in RNA-Seq. The WT group was used as the experimental control. The P_adj_ value of RNA-Seq is indicated in the TREM2KO group for each gene in the RNA-Seq column. For the qPCRs, Non-parametric Mann Whitney U test was used to assess differences between the groups. The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05.

Regarding the downregulated genes, *TREM2* expression in the TREM2KO group, when assessed through qPCRs, exhibited expression fold change values of 0.31 ± 0.05 (mean FC ± SD, conventional NF, **Fig 3A**) and 0.35 ± 0.04 (RNA-Seq derived NF, **Fig 3B**). In RNA-Seq, the fold change values were 0.23 ± 0.03 (**Fig 3C**). 

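TREM2 (ENSG00000095970, chromosome 6, 41158506 to 41163186, minus strand) had between 9275 and 15205 raw counts in the WT libraries and between 2422 and 3583 in the TREM2KO libraries. After normalization these were 12835 ± 4435 and 2912 ± 419 counts (SD, n = 4 each). The SD of the WT group comes mostly from replicate A, which had 19473 normalized counts against 10238 to 10949 in the other WT libraries. The fold change in the TREM2KO group was 0.227 ± 0.0327 (mean FC ± SD), and the highest TREM2KO library (0.275) was far below the lowest WT library (0.798). The log2FC was -2.13 (standard error 0.207, adjusted p = 2.75e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact two-sided permutation test, p = 0.029). The normalization factor of RPLP0 and GUSB moved the fold change most, to 0.320, and the fits that each left out one library gave values from 0.211 to 0.273. Reads were left over all of TREM2 in the TREM2KO group. Of its 8 exon parts with at least 200 WT reads, none lacked TREM2KO reads, and the ratio of TREM2KO to WT counts ran from 0.123 to 0.383 over them.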

*P2RY12* fold change values in the TREM2KO group were 0.04 ± 0.02 when assessed using qPCRs (both conventional NF and RNA-Seq derived NF, **Fig 3D and 3E**). However, RNA-Seq fold change values of *P2RY12* were comparatively higher at 0.62 ± 0.19 (**Fig 3F**). 

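P2RY12 (ENSG00000169313, chromosome 3, 151337380 to 151384812, minus strand) had between 442 and 661 raw counts in the WT libraries and between 267 and 724 in the TREM2KO libraries. The RNA-Seq fold change in the TREM2KO group was 0.641 ± 0.197, with single libraries from 0.437 to 0.863. The WT libraries ran from 0.927 to 1.11, so that the groups did not overlap (exact two-sided permutation test, p = 0.029). The log2FC was -0.63 (standard error 0.187, adjusted p = 0.0325, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was the least stable of the 6 target genes. In edgeR's test the adjusted p rose to 0.0867 with counts scaled by the library total, to 0.0582 with CNBP and KIF13A as the normalization factor and to 0.529 with RPLP0 and GUSB, where the fold change was 0.881. It was between 0.0511 and 0.097 when WT replicate B, C or D or TREM2KO replicate A or B was left out, and fell to 0.00903 with the DESeq2 Wald test. The gene lies inside MED12L, which runs on the opposite strand and did not differ (log2FC 0.19, adjusted p = 0.534 in edgeR's test). Over the 4 exon parts of P2RY12 with at least 200 WT reads, the ratio of TREM2KO to WT counts ran from 0.449 to 0.682.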

*CD52* fold change in the TREM2KO group when assessed by qPCR were 0.38 ± 0.06 (Conventional NF, **Fig 3G**) and 0.40 ± 0.05 (RNA-Seq derived NF, **Fig 3H**). 

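In the RNA-Seq counts, CD52 (ENSG00000169442, chromosome 1, 26317957 to 26320523, plus strand) had 1282 ± 516 normalized counts in the WT group and 247 ± 36.9 in the TREM2KO group (SD, n = 4 each). Its raw counts ran from 965 to 1580 and from 234 to 289. The fold change in the TREM2KO group was 0.193 ± 0.0288, with every TREM2KO library (0.164 to 0.221) below every WT library (0.647 to 1.58; exact two-sided permutation test, p = 0.029). The log2FC was -2.37 (standard error 0.244, adjusted p = 4.27e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UBXN11, on the opposite strand, overlaps the start of CD52 and was lower in TREM2KO as well (log2FC -0.55, adjusted p = 0.000961 in edgeR's test). The paper does not state whether the counting used the strand, so reads of the overlap could have been counted on either gene. UBXN11 ends at 26318363. Beyond it, the exon parts of CD52 from 26320171 and from 26320325 had TREM2KO to WT ratios of 0.130 and 0.193. Parts beyond it with 32 and 38 WT reads were at 0.445 and 0.430. Reads of the overlap alone therefore do not account for the fall.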

RNA-Seq fold changes were comparatively lower at 0.16 ± 0.01 (**Fig 3I**).

For upregulated genes, *ACSS3* in the TREM2KO group exhibited fold change values of 3.72 ± 0.79 (Conventional NF, **Fig 3J**) and 3.40 ± 0.88 (RNA-Seq derived NF, **Fig 3K**). The fold changes in RNA-Seq were 4.54 ± 1.25 (**Fig 3L**). 

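ACSS3 (ENSG00000111058, chromosome 12, 80936414 to 81261205, plus strand) was near the limit of detection in the RNA-Seq counts. Between 2 and 6 reads were counted in the WT libraries and between 17 and 35 in the TREM2KO libraries. The fold change in the TREM2KO group was 4.35 ± 0.656, from 3.97 to 5.33, against 0.481 to 1.61 in the WT libraries (exact two-sided permutation test, p = 0.029). The log2FC was 2.13 (standard error 0.34, adjusted p = 0.00096, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PPFIA2, on the opposite strand, overlaps the end of ACSS3 from position 81257975 and rose too (log2FC 3.08, adjusted p = 2.39e-05 in edgeR's test), so the reads of the overlap cannot be assigned to either gene from the counts. The counts of the 33 exon parts of ACSS3 outside the overlap summed to 45 in WT and 205 in TREM2KO. The part that reaches into it held 4 and 42. A read that touches several parts is counted in each, so these sums exceed the numbers of reads.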

*SYDE1* fold change values assessed by qPCR were at 3.58 ± 1.18 (Conventional NF, **Fig 3M**) and 3.29 ± 1.28 (RNA-Seq derived NF, **Fig 3N**). 

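For SYDE1 (ENSG00000105137, chromosome 19, 15107403 to 15114988, plus strand), between 12 and 25 reads were counted in the WT libraries and between 71 and 105 in the TREM2KO libraries. The RNA-Seq fold change in the TREM2KO group was 4.24 ± 0.509, with the TREM2KO libraries from 3.74 to 4.93 and the WT libraries from 0.671 to 1.61 (exact two-sided permutation test, p = 0.029). Its log2FC of 2.10 had a standard error of 0.251 (adjusted p = 0.000126, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ILVBL, which overlaps SYDE1, did not differ between the groups (log2FC 0.27, adjusted p = 0.331 in edgeR's test).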

RNA-Seq expression levels of *SYDE1* were at 3.62 ± 0.34 (**Fig 3O**). Finally, *TBX10* expression fold changes assessed by qPCR were at 3.06 ± 1.51 (Conventional NF, **Fig 3P**) and 2.82 ± 1.60 (RNA-Seq derived NF, **Fig 3Q**). 

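For TBX10 (ENSG00000167800, chromosome 11, 67631303 to 67639560, minus strand), between 3 and 19 reads were counted in the WT libraries and between 26 and 54 in the TREM2KO libraries. The RNA-Seq fold change was 2.94 ± 0.635. The lowest TREM2KO library (2.16) stayed above the highest WT library (1.46; exact two-sided permutation test, p = 0.029), while WT replicate A was at 0.286. The log2FC was 1.53 (standard error 0.343, adjusted p = 0.00795, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NUDT8, the gene beside TBX10, rose by a similar amount (log2FC 1.43, adjusted p = 0.000144 in edgeR's test).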

RNA-Seq fold changes were at 3.24 ± 0.61 (**Fig 3R**). These results taken together with the visual representation of differential expression described in **Fig 3** show that qPCR normalization using conventional NF or RNA-Seq derived NF render the same results. They do not always concur with RNA-Seq fold changes in magnitude but do so in tendency.

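The direction of the RNA-Seq fold changes was checked under 4 normalizations of the same counts. With the geometric mean of CNBP and KIF13A counts as the normalization factor, the mean fold changes in the TREM2KO group were 0.224 for TREM2, 0.649 for P2RY12, 0.190 for CD52, 4.33 for ACSS3, 4.26 for SYDE1 and 2.97 for TBX10. With RPLP0 and GUSB as the normalization factor, CD52 was at 0.275, ACSS3 at 6.25, SYDE1 at 5.68 and TBX10 at 3.79. The factor of RPLP0 and GUSB was itself lower in the TREM2KO group, at 0.719 ± 0.0586 of the WT mean (exact two-sided permutation test, p = 0.029), while that of CNBP and KIF13A was at 1.00 ± 0.0584 (p = 1, same permutation test). With counts scaled by the library total, the fold changes were 0.249, 0.684, 0.212, 4.81, 4.49 and 3.01 in the same order of genes. With exon part sums in place of gene counts they were 0.234, 0.627, 0.164, 4.56, 3.64 and 3.25. The mean fold change of each of the 6 genes was on the same side of 1 under all 4 normalizations. For 5 of the genes the WT and TREM2KO libraries did not overlap under any of them, whereas the P2RY12 values overlapped with RPLP0 and GUSB and with the library total. From the shared direction of the qPCR and RNA-Seq fold changes, the paper concludes that the methods concur in tendency, though not always in magnitude.

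**Figure D2:**
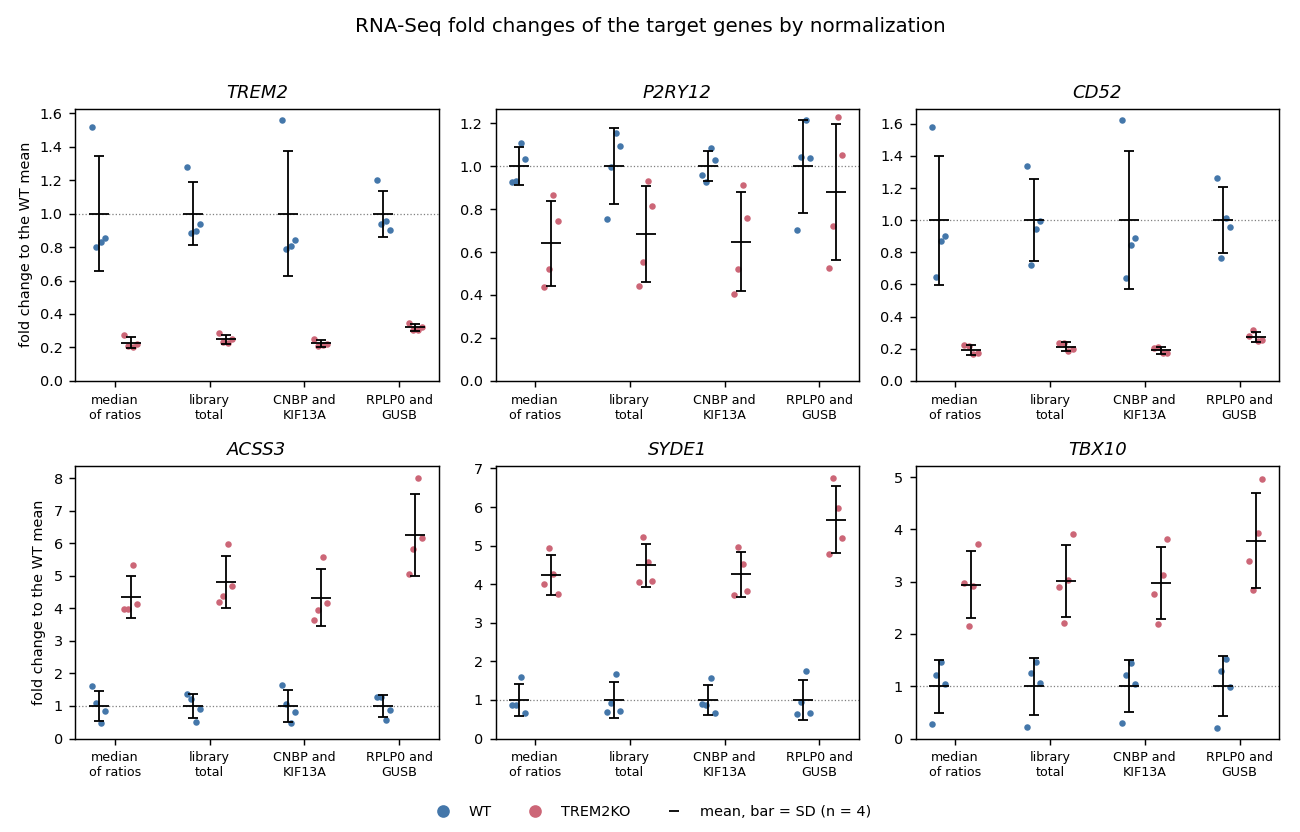
RNA-Seq fold changes of the 6 target genes to the mean of the WT group (vertical axis) under 4 normalizations (horizontal axis). Points are libraries, and black marks give the mean and SD of 4 libraries of WT (blue) and TREM2KO (red). TREM2, P2RY12 and CD52 have TREM2KO means below 1 and ACSS3, SYDE1 and TBX10 above 1 under each normalization.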

### Comparison of fold changes between qPCRs and RNA-Seq (WT vs TREM2KO)

We next investigated in detail if the Fold Change distributions in the TREM2KO experimental group computed across the 3 methods differed significantly from one another. To this end, we compared the distributions by a non-parametric ANOVA (Kruskal Wallis Test) of ordinal distributions followed by Dunn’s multiple comparison post-test (**S1 Fig**). qPCR Fold changes computed using Conventional NF were used as the control for multiple comparisons. Therefore, the first comparison was made between the conventional and RNA-Seq derived NF groups (difference in qPCRs, hereafter referred to as Comparison 1) and the second comparison was made between the Conventional NF group and RNA-Seq differential expression (difference between qPCR and RNA-Seq, hereafter referred to as Comparison 2).

The WT experimental group was omitted from this analysis as it was used as the experimental calibrator for differential expression. The mean Fold Change of the WT group is always at 1 regardless of the gene/method in question and therefore it is redundant to test for statistical significance of the WT fold change levels across different methods for each gene.

Non-parametric ANOVA revealed no significant difference between the FC distributions of the upregulated genes *ACSS3*, *SYDE1* and *TBX1* (**S1D, S1E and S1F Fig**) suggesting that the qPCR fold changes concur with RNA-Seq fold changes in these genes. As for the downregulated genes, *TREM2* FC distributions varied significantly between the groups (Kruskal Wallis P < 0.5); however, Dunn’s post test revealed no significant difference in Comparison 1 and Comparison 2 (**S1A Fig**). *P2RY12* FC distributions varied significantly between the groups (Kruskal Wallis P<0.01). Multiple comparisons revealed no difference in Comparison 1 but a significant difference in Comparison 2 (Dunn’s Post Test P<0.05) (**S1B Fig**) CD*52* FC distributions varied significantly between the groups (Kruskal Wallis P < 0.5). Multiple comparisons, yet again, revealed no difference in Comparison 1 but a significant difference in Comparison 2 (Dunn’s Post Test P<0.05) (**S1C Fig**). These results show firstly that no significant difference exists between the FC distributions of all the genes between the qPCRs (Comparison 1). Secondly, FC distributions of qPCRs and RNA-Seq do not show any difference for the upregulated genes *ACSS3*, *SYDE1* and *TBX10* (Comparison 2). However, for the downregulated genes, although no differences exist between qPCRs (Comparison 1); *P2RY12* & *CD52* FC distributions differ significantly between qPCR and RNA-Seq. In summation, these results prove beyond reasonable doubt that differential expression assessed by qPCR using conventional reference genes and “stable” reference genes filtered from RNA-Seq render similar expression profiles of target genes without any significant difference among the two normalization strategies. However, concordance with RNA-Seq results was only observed in the upregulated genes and could not be observed in the downregulated genes.

### Reference gene selection from RNA-Seq of mouse sciatic nerves (P3 vs P21)

To rule out any circumstantial evidence that may support our observations in the iPSC dataset, we sought to validate our results using a completely different experimental setting. We wanted to rule out the possibility that the conventional reference genes that we chose in the iPSC dataset were indeed stable reference genes by mere happenstance and thus they rendered the same profiles of differential expression as the reference genes filtered from RNA-Seq.

Therefore, in a confirmatory experimental approach we mined and re-analyzed RNA-Seq data that was previously generated from mouse sciatic nerves at Postnatal day 3 (P3) and P21 [29]. This dataset permits us to study RNA expression changes in the sciatic nerves during postnatal myelination. We applied the same criteria to select 10 candidate reference genes (*Ppp3ca*, *Fkbp4*, *Vcp*, *Lama2*, *Ank2*, *Coq9*, *Chmp2a*, *Laptm5*, *Leprotl1*, *Supt4a*). The basemean values of these genes and other RNA-Seq data features are detailed in **S2 Table**.

### Reference gene validation of RNA-Seq derived reference genes from mouse sciatic nerves (P3 vs P21)

We evaluated the intrinsic intergroup variation of these reference genes by visual representation of their non-normalized profiles (2^-ΔCq^) using P3 samples as the calibrator (Fig 4). As previously described, statistical inference was then assessed using the non-parametric Mann Whitney U test owing to reduced sample sizes. Interestingly, and in contrast to the iPSC dataset, 6 out of 10 genes (*Fkbp4*, *Lama2*, *Coq9*, *Chmp2a*, *Leprotl1 & Supt4a*) exhibit significant intergroup variation across the two experimental groups (**Fig 4A, 4B, 4C, 4D, 4E and 4F**).

**Fig 4:**
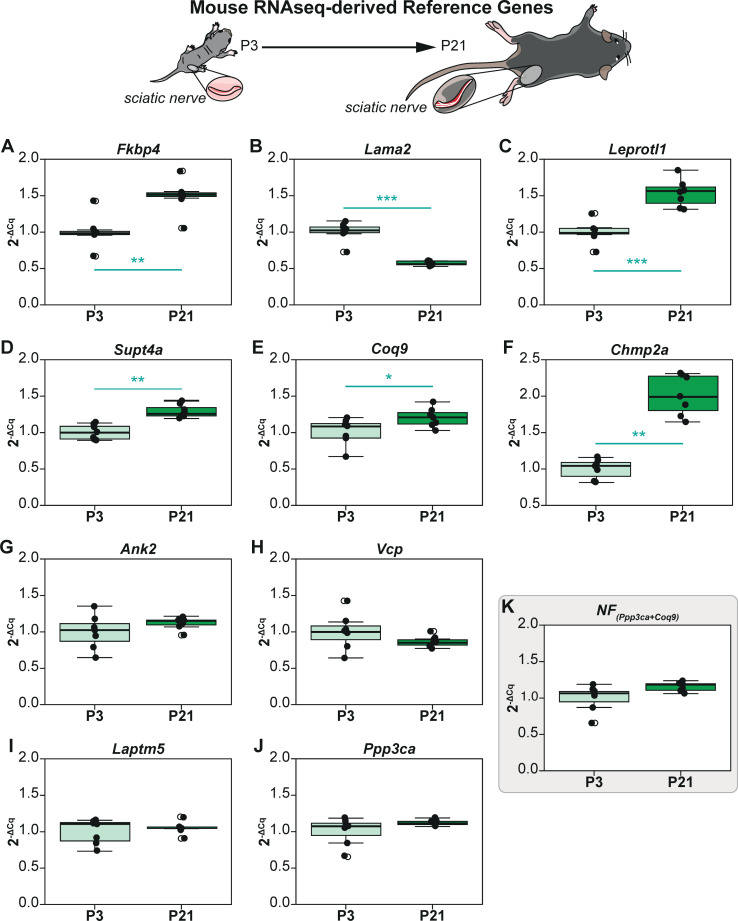
Non-normalized expression profiles (2^-ΔCq^) of reference genes derived from RNA-Seq analysis of sciatic nerves at post-natal day 3 (P3) and 21 (P21). P3 group is the experimental calibrator. (A) *Fkbp4*, (B) *Lama2*, (C) *Leprotl1*, (D) *Supt4a*, (E) *Coq9*, (F) *Chmp2a*, (G) *Ank2*, (H) *Vcp*, (I) *Laptm5*, (J) *Ppp3ca*, and (K) Normalisation Factor (*Ppp3ca* + *Coq9*). *Non-parametric Mann Whitney U test was used to assess differences between the groups*. *The alpha value was set at 0*.*05 and P values are annotated as follows*: * P<0.*05*, ** P<0.*01*, *** P<0.*001*.

We next performed the CV analysis to assess overall variation (**Table 3**). The genes tested exhibited CV values between 12.32% and 36.24% and they were ranked as shown in **Table 3**. As all genes exhibited CV<50%, they could therefore be screened using the NormFinder algorithm. NormFinder analysis further revealed *Ppp3ca* and *Coq9* to be the best combination of genes with a grouped Stability S score of 0.04 (**Table 3**). Although Coq9 exhibited significant intergroup variation (**Fig 4E**), the combination of the gene with *Ppp3ca* resulting in the Normalization Factor (NF) does not exhibit any (**Fig 4K**). Interestingly, the RNA-Seq data features of the 6 genes that exhibit significant intergroup variation (**Fig 4A, 4B, 4C, 4D, 4E and 4F**) show that they are not differentially expressed. However, if these genes were to be normalized using the NF computed herein, some of them could potentially exhibit differential expression in qPCR as the NF is stable across experimental groups. It is a striking example to demonstrate the discordance of RNA-Seq and qPCR results in this dataset. However, the computation of a stable NF despite the presence of genes with significant intrinsic variation confirms the strength of the NormFinder algorithm and the validity of using the two best reference genes proposed by the method.

**Table 3:** CV and NormFinder analysis of reference genes derived from RNA-Seq in sciatic nerves.

CV Analysis			NormFinder		
Gene	%CV	Rank	Gene	Stability S	Rank
*Laptm5*	12.32	1	*Ank2*	0.07	1
*Ppp3ca*	12.96	2	*Ppp3ca*	0.08	2
*Supt4a*	14.79	3	*Coq9*	0.08	3
*Coq9*	16.26	4	*Laptm5*	0.16	4
*Ank2*	16.31	5	*Supt4a*	0.16	5
*Vcp*	19.59	6	*Leprotl1*	0.23	6
*Leprotl1*	24.49	7	*Fkbp4*	0.26	7
*Fkbp4*	25.86	8	*Vcp*	0.27	8
*Lama2*	29.96	9	*Chmp2a*	0.47	9
*Chmp2a*	36.24	10	*Lama2*	0.56	10

Normfinder Best combination: Ppp3ca + Coq9

Grouped Stability: 0.04

### Reference gene validation of conventional mouse reference genes (P3 vs P21)

To obtain stable reference genes from a set of conventional genes, we used 10 candidate mouse reference genes that we had previously used to establish our workflow (*Actb*, *Gapdh*, *Tbp*, *Sdha*, *Pgk1*, *Ppia*, *Rpl13a*, *Hsp60*, *Mrpl10*, *Rps26)* [12]. As explained above, visual representation followed by inferential statistics were performed and the results are described in **Fig 5**. 4 out of 10 genes (*Gapdh*, *Pgk1*, *Rps26 and Sdha*) exhibited significant intrinsic variation between the experimental groups (**Fig 5G, 5H, 5I and 5J**)

**Fig 5:**
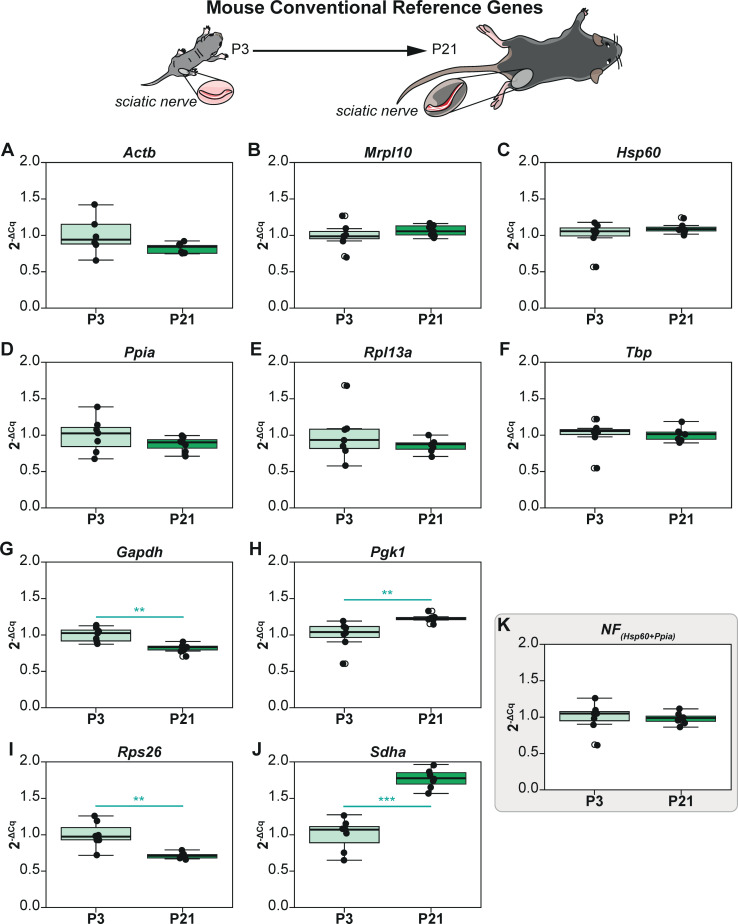
Non-normalized expression profiles (2^-ΔCq^) of conventional reference genes of sciatic nerves at post-natal day 3 (P3) and 21 (P21). P3 group is the experimental calibrator. (A) Actb, (B) Mrpl10, (C) Hsp60, (D) Ppia, (E) Rpl13a, (F) Tbp, (G) Gapdh, (H) Pgk1, (I) Rps26, (J) Sdha, and (K) Normalisation Factor (Hsp60 + Ppia). Non-parametric Mann Whitney U test was used to assess differences between the groups. The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05, ** P<0.01, *** P<0.001.

CV analysis was then performed on these genes and the results are depicted in **Table 4**. CV values ranged from 12.3% to 30.44% and the genes were ranked accordingly. As all genes exhibited CV<50%, we screened these genes through the NormFinder algorithm to determine the best combination of reference genes for qPCR normalization. NormFinder determined *Hsp60* and *Ppia* to be the best combination of reference genes with a grouped Stability S Score of 0.06 (**Table 4**). Both *Hsp60* (**Fig 5C**) & *Ppia* (**Fig 5D**) did not exhibit any intergroup variation and the same was true for the NF computed by combining these genes (**Fig 5K**).

**Table 4:** CV and NormFinder analysis of conventional reference genes in sciatic nerves.

CV Analysis			NormFinder		
Gene	%CV	Rank	Gene	Stability S	Rank
*Mrpl10*	12.30	1	*Tbp*	0.03	1
*Gapdh*	13.06	2	*Mrpl10*	0.04	2
*Hsp60*	14.36	3	*Hsp60*	0.05	3
*Tbp*	15.24	4	*Ppia*	0.05	4
*Pgk1*	15.83	5	*Pgk1*	0.06	5
*Ppia*	19.36	6	*Actb*	0.07	6
*Actb*	21.07	7	*Rpl13a*	0.10	7
*Rps26*	22.04	8	*Gapdh*	0.11	8
*Rpl13a*	26.78	9	*Rps26*	0.14	9
*Sdha*	30.44	10	*Sdha*	0.18	10

Normfinder Best combination: Hsp60 + Ppia

Grouped stability: 0.06

### Differential expression of target genes by qPCR and RNA-Seq (P3 vs P21)

Following reference gene validation of conventional and RNAseq-derived candidates, we picked 6 target genes that were known to be differentially expressed during postnatal development of the sciatic nerve [32]. 3 target genes (*Mpz*, *Mbp and Cd90*) that were chosen are significantly upregulated and the other 3 target genes (*p75NTR*, *Mki67* and *Sox2*) are significantly downregulated at these time points. The relative expression of these genes was then computed by qPCR using the Normalization Factor (NF) from conventional candidate reference genes (*Hsp60* & *Ppia* or Conventional NF) or from RNAseq-derived candidate reference genes (*Ppp3ca* & *Coq9* or RNAseq derived NF) (**Fig 6**). To compare our qPCR results, we also computed the fold change assessed by RNA-Seq using the Normalized counts of these genes.

**Fig 6:**
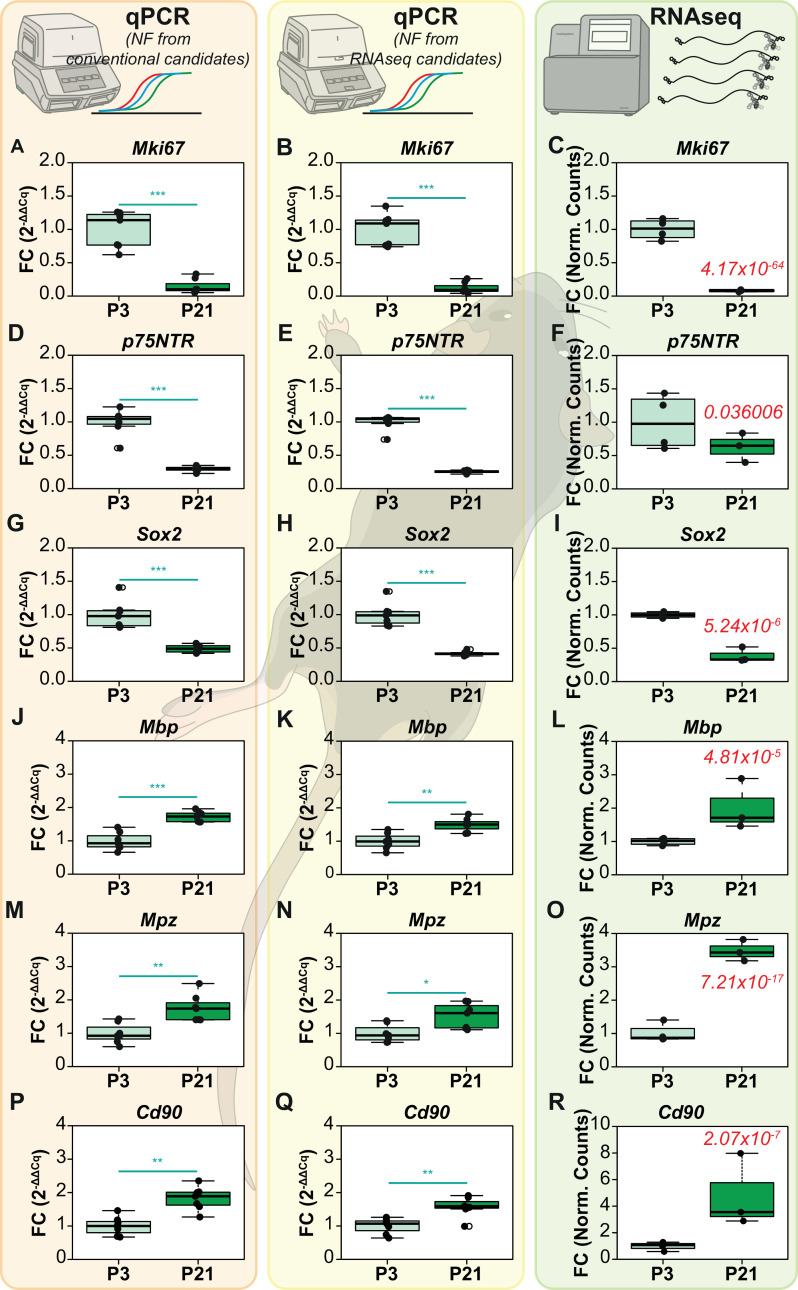
Differential expression of target genes between P3 and P21 mouse sciatic nerves assessed by qPCRs and RNA-Seq. The target genes (Mki67, p75NTR, Sox2, Mbp, Mpz, Cd90) have been normalized with the normalization factor (NF) computed from conventional reference genes Hsp60 & Ppia in the first column (A, D, G, J, M, P) or from RNA-Seq derived reference genes Ppp3ca and Coq9 in the second column (B, E, H, K, N, Q). The third column contains the Fold Changes computed from RNA-Seq (C,F,I,L,O,R). The normalized counts for each gene in each group were used to calculate the fold changes in RNA-Seq. The WT group was used as the experimental control. The P_adj_ value of RNA-Seq is indicated in the P21 group for each gene in the RNA-Seq column. For the qPCRs, Non-parametric Mann Whitney U test was used to assess differences between the groups. The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05, ** P<0.01, *** P<0.001.

Regarding the downregulated genes, *Mki67* expression in the P21 group, when assessed through qPCRs, exhibited fold change values of 0.14 ± 0.10 (mean FC ± SD, conventional NF, **Fig 6A**) and 0.12 ± 0.08 (RNA-Seq derived NF, **Fig 6B**). In RNA-Seq, the fold change values were 0.08 ± 0.01 (**Fig 6C**). *p75NTR* expression fold change in the P21 group were 0.30 ± 0.04 (conventional NF, **Fig 6D)** and 0.26 ± 0.02 (RNA-Seq derived NF, **Fig 6E**) when assessed using qPCRs. However, RNA-Seq fold change values of *p75NTR* were comparatively higher at 0.63 ± 0.18 (**Fig 6F**). *Sox2* expression fold change in the P21 group when assessed by qPCR were 0.49 ± 0.05 (Conventional NF, **Fig 6G**) and 0.42 ± 0.03 (RNA-Seq derived NF, **Fig 6H**). RNA-Seq changes were at 0.39 ± 0.09 (**Fig 6I**).

For the upregulated genes, *Mbp* expression levels in the P21 group exhibited fold change values of 1.73 ± 0.15 (Conventional NF, **Fig 6J**) and 1.49 ± 0.19s (RNA-Seq derived NF, **Fig 6K**). The fold changes in RNA-Seq were 2.02 ± 0.62 (**Fig 6L**). *Mpz* expression levels assessed by qPCR were at 1.76 ± 0.38 (Conventional NF, **Fig 6M**) and 1.53 ± 0.35 (RNA-Seq derived NF, **Fig 6N**). However, RNA-Seq expression fold change of *Mpz* were significantly higher at 3.49 ± 0.26 (**Fig 6O**). Finally, *Cd90* expression fold change assessed by qPCR were at 1.83 ± 0.35 (Conventional NF, **Fig 6P**) and 1.57 ± 0.30 (RNA-Seq derived NF, **Fig 6Q**). RNA-Seq fold changes were at 4.81 ± 2.77 (**Fig 6R**). Yet again, these results taken together with the visual representation of differential expression described in **Fig 6** show that qPCR normalization using conventional NF or RNA-Seq derived NF render very similar results. We observe again that they do not always concur with RNA-Seq fold changes in magnitude, but they do so in tendency.

### Comparison of differential expression between qPCRs and RNA-Seq (P3 vs P21)

Similar to the analysis performed in the iPSC dataset, we next investigated in detail if the Fold Change distributions in the P21 experimental group computed across the 3 methods differed significantly from one another. We used non-parametric ANOVA (Kruskal Wallis Test) of ordinal distributions followed by Dunn’s multiple comparison post-test (**S2 Fig**). As shown in the iPSC dataset, we performed multiple comparisons between qPCRs (Comparison 1) and also between qPCR and RNA-Seq (Comparison 2).

Non-parametric ANOVA revealed no significant difference between the FC distributions of *Mki67* and *Mbp* (**S2A and S2E Fig**) suggesting that the qPCR fold changes concur with RNA-Seq fold changes in these genes. *Sox2*, *p75NTR* and *Mpz* FC distributions varied significantly between the groups (Kruskal Wallis P < 0.05, P< 0.01 and P<0.01 respectively); however, Dunn’s post test revealed no significant difference in both Comparison 1 and Comparison 2 (**S2B, S2C and S2F Fig**). *Cd90* FC distributions varied significantly between the groups (Kruskal Wallis P<0.01). Multiple comparisons revealed no difference in Comparison 1 and Comparison 2 (**S2D Fig**). In summation, all the genes tested in the sciatic nerve dataset show no significant differences between Conventional NF and RNA-Seq-derived NF results. In summation, these results show once again that stable reference genes filtered from RNA-Seq data do not give any added advantage to qPCR data normalization and that not all genes exhibit comparable Fold Changes when comparing qPCR results and RNA-Seq.

## Discussion

The central premise of this article was to demonstrate that stable reference genes for qPCR data normalisation can be obtained from any conventional set of candidates provided the statistical approach of reference gene validation is sound and consistent. To this end, using our qPCR workflow we have shown using two separate and unique datasets that conventionally chosen reference genes can render the same results of differential expression when compared to stable references selected from RNA-Seq data.

The advantage of this approach in filtering the best candidates from any conventional set lies in combining 3 methods that are complementary to each other. Although multiple statistical methods have been proposed before, we have previously highlighted the potential pitfalls and assumptions of these computational methods [12]. We thus devised this workflow combining the well-known NormFinder method with CV analysis and the visual representation of non-normalized expression followed by statistical testing. Indeed, it should be noted the core method of this approach is the NormFinder algorithm. However, this method was first described and validated with larger sample sizes (typically between 10–20 or more) and with a high number of candidate genes chosen from microarrays (typically between 15–20) exhibiting very little overall variation [8]. In our previous study, we identified that lower sample sizes and candidate genes with high overall variation can skew the results of this method because of the algorithm’s construct [12]. Although scores of studies have used this algorithm without due diligence to the prerequisites, our combined approach resolves these issues. The CV analysis helps in the identification of genes with high overall variance and their successive elimination from analysis gives rise to more robust results from NormFinder. Visual representation of the non-normalized profiles (2^-ΔCq^) followed by statistical testing further validates the results of NormFinder as the Normalization Factor computed from the two best reference genes does not exhibit any significant differences between the experimental groups regardless of experimental conditions (**Figs 1K, 2K, 4K and 5K**). Thus, in combining CV analysis and statistical testing of non-normalized profiles, we extrapolated the NormFinder approach to be used for experimental setups involving lower sample sizes similar to those used in this study.

The cut off at 50% CV to qualify for NormFinder analysis is rooted in the fact that at 50%, the standard deviation of the expression distribution is half the mean expression level. Previous datasets that we published have indicated that the Normalization Factor (NF) computed by NormFinder when including genes that exhibit CV>50% exhibit significant intergroup variation in the non-normalized profiles [12]. Below this cut off, NF expression levels are stable across experimental groups. Indeed, the user can be more stringent by using a lower CV cut off but our data from this study and the previous one suggests that this is not necessary. However, this criterion gives rise to a theoretical limitation of our approach. In a given experimental setup, if all the candidate reference genes tested exhibit CV values of above 50%, then our approach will fail and NormFinder results would no longer be reliable. In such cases, a new list of candidates is required. However, our experience suggests that as little as 6 genes after eliminating genes exhibiting CV>50% can still provide a sound NF for qPCR data normalization [12].

Although not the primary objective of the study, the comparison of qPCR results with RNA-Seq merits discussion. In the iPSC dataset, comparisons made between qPCR and RNA-Seq results revealed that 4 out of 6 genes (*ACSS3*, *SYDE1*, *TREM2* and *TBX10*) showed no significant difference between the fold changes computed by both the methods (**S1D, S1E, S1F and S1C Fig**). However, changes in the expression of *CD52* and *P2RY12* significantly differed between the two methods (**Figs 3, S1A and S1B**). In the sciatic nerve dataset, 5 out of 6 genes tested show no difference between qPCR and RNA-Seq data in multiple comparisons **(S2A, S2B, S2C, S2E and S2F Fig)**. However, this analysis is not optimal as the number of samples used in qPCR is much higher (N = 7) than the number of samples in RNA-Seq data that we mined (N = 3). In reality, only 3 genes (*Mki67*, *Sox2 & Mbp*) exhibited overlapping fold change distributions across the methods (**S2A, S2B and S2E Fig**). However, regardless of the magnitudes of the change observed, the pattern of expression changes was always conserved across qPCR and RNA-Seq for the genes that we tested. Indeed, it is possible that if we include more target genes, we can potentially notice disagreements in expression patterns as well. However, as stated earlier, our objective is restricted to demonstrating the futility of selecting reference genes from RNA-Seq data for qPCR data normalization. The comparison of the two methodologies falls beyond the scope of this study but it has been amply addressed elsewhere [23,38,39].

These studies have indeed tried to validate RNA-Seq data with RTqPCR for a large set of target genes typically ranging from a few hundred to the entire transcriptome. The consensus from these studies is that the extent of correlation between RTqPCR and RNAseq data is dependent on how the sequencing data was aligned, mapped and counted based on existing protocols. Additionally, though not discussed in these articles, we believe that this would equally depend on how reference genes were selected for qPCR assays that validate the RNAseq data. Overlooking these technicalities, these studies also show that around 85% of all genes tested show concordant differential expression (comparable magnitudes with the same tendency) between the two methodologies with correlation coefficients typically above 0.8. Although these numbers are relatively reassuring at the outset, from an absolute perspective, the implications raise important concerns. For a hypothetical bulk RNA-Seq dataset of around 18000 protein-coding transcripts, 85% concordance leaves 2700 genes whose differential expression is discordant between RNA-Seq and qPCR. Of note, the study conducted by Everaert and colleagues [23] conclude that discordant genes typically are smaller, have fewer exons and are expressed at lower levels. Indeed, and as mentioned in the introduction, these observations can be possibly substantiated by the transcript-length bias and the bias against genes with lower expression in RNA-Seq. In our study, the discordant genes *CD52* and *P2RY12* in the microglia dataset have only 2 exons. 

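In GENCODE release 29, the principal transcript of CD52 has 2 exons (468 bases), and that of P2RY12 has 3 exons (1766 bases). The exon part counts of CD52 summed to 9939 over the 4 WT libraries and 1753 over the 4 TREM2KO libraries, in 6 parts. Those of P2RY12 summed to 3676 and 2522, in 5 parts. A read that touches several parts is counted in each, so these sums exceed the numbers of reads.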

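In GENCODE release 29, the principal transcripts of TREM2, ACSS3, SYDE1 and TBX10 have 5, 16, 8 and 8 exons and lengths of 1044, 9254, 3264 and 1548 bases. By transcript length, TREM2 and TBX10 are thus shorter than P2RY12, and ACSS3 and SYDE1 are longer. The annotated coding transcripts of TREM2 have between 4 and 5 exons, those of ACSS3 between 4 and 16 and those of SYDE1 between 2 and 8.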

The other 4 concordant genes have between 4–13 exons and therefore are relatively larger. The basemean values (and therefore the expression levels) of the 2 discordant genes are largely higher than the 4 concordant genes. Therefore, number of exons appears to be more important than expression levels for concordance between qPCR and RNA-Seq for these target genes. 

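In the gene counts of the 8 libraries, the basemean was 501 for P2RY12 and 764 for CD52. It was 12.8 for ACSS3, 26.5 for TBX10 and 46.9 for SYDE1. TREM2 had a basemean of 7873, the highest of the 6 target genes, and its mean in the TREM2KO group alone (2912 normalized counts) was also above the WT means of P2RY12 (611) and CD52 (1282).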

On the contrary, we did not observe any correlation between discordance and small gene size or lower expression in the sciatic nerve samples. These observations show that an objective approach to identify discordant genes is lacking in literature. As RNA-Seq data analysis is particularly prone to certain biases while computing differential gene expression, it would be valuable to computationally suggest qPCR validation for specific genes that are susceptible to these normalization biases based on their transcript length, expression levels and other unidentified parameters. Ideally, these suggestions should be integrated into the data analysis pipelines and represented in the differential gene expression data frames. This would provide the foundation for an objective and structured validation of Sequencing data rather than an obtuse overall validation of RNA-Seq results by qPCR which is indeed burdensome. If these computational RNA-Seq validation suggestions are achieved, the methodology used in our study would aptly address the necessity of performing robust and reproducible qPCR assays using any conventional set of reference genes.

## Supporting information

S1 Fig Comparison of fold changes in the TREM2KO iPSC group among the three methods. qPCR FCs were computed using Normalization factors from conventional candidates (NF Conv) or RNA-Seq derived candidate (NF RNA-Seq). RNA-Seq fold changes were calculated from the normalized counts. (A) P2RY12 (B) CD52 (C) TREM2 (D) ACSS3 (E) SYDE1 (F) TBX10. Non-parametric ANOVA was performed using the Kruskal Wallis test (red line comparing the means of the three groups). Multiple comparisons were performed using the Dunn’s post hoc test using the NF conv. group as the control condition (green lines). The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05, ** P<0.01, *** P<0.001.
(EPS) Click here for additional data file.

S2 Fig Comparison of fold changes in the P21 sciatic nerve group among the three methods. qPCR FCs were computed using Normalization factors from conventional candidates (NF Conv) or RNA-Seq derived candidate (NF RNA-Seq). RNA-Seq fold changes were calculated from the normalized counts. (A) Mki67 (B) Sox2 (C) p75NTR (D) Cd90 (E) Mbp (F) Mpz. Non-parametric ANOVA was performed using the Kruskal Wallis test (red line comparing the means of the three groups). Multiple comparisons were performed using the Dunn’s post hoc test using the NF conv. group as the control condition (green lines). The alpha value was set at 0.05 and P values are annotated as follows: * P<0.05, ** P<0.01, *** P<0.001.
(EPS) Click here for additional data file.

S1 Table RNA-Seq data features of the reference genes shortlisted from the sequencing data of WT vs TREM2KO iPSC microglia. (XLSX) Click here for additional data file.

S2 Table RNA-Seq data features of the reference genes shortlisted from the sequencing data of P3 vs P21 mouse sciatic nerves. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

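RNA-Seq was measured in 8 libraries of iPSC-derived microglia, 4 WT and 4 TREM2KO, named replicates A to D. The qPCR measurements and the sciatic nerve RNA-Seq of the paper were not analysed here. The mapping of libraries to genotype and replicate came from the sample labels. The labels name the cells as iPSC lines and the paper as iPSC-derived microglia, and the paper's description was used. Each genotype is 1 line.

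The deposited values are counts. According to the paper, the authors aligned the paired-end reads with STAR and counted them with RSEM, keeping reads that map uniquely or, with adjusted counts, to up to 10 loci. The deposited files hold whole-number counts in the layout of featureCounts, without normalization and with replicates not pooled, and their counting program, genome build and use of the strand are not stated. The per-library files give 1 count per gene for 57500 genes. The table of the whole series gives counts for 597973 exon parts under 54848 identifiers, of which 2031 join overlapping genes, and a read that touches several parts is counted in each. Before the data were examined, this table had been named as the source of the target gene fold changes and the per-library counts as the alternative. Because it holds exon parts, the gene counts of the per-library files were used as the source and its sums per gene as the alternative. Of the identifiers, 56410 were named from a table of gene symbols and 488 from GENCODE release 29. Of 56898 identifiers shared with this release, 99.9% overlap their position there.

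The total count per library was 21272783, 24093011, 18492724 and 20932341 in WT replicates A to D, and 21905556, 18667997, 28296300 and 21547994 in TREM2KO replicates A to D. A count of 0 was read as fewer than 3 counts, and such limits cover counting error only, since the reads carry no molecular identifiers. At this depth, the fold changes of ACSS3, SYDE1 and TBX10 rest on 2 to 25 reads per WT library, and that of TREM2 on 9275 to 15205.

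Genes with at least 10 reads in at least 3 libraries were tested, 17884 in all. Differential expression was tested with edgeR (version 4.0.16, quasi-likelihood test, TMM normalization, genotype as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The stability filters of the paper are defined on DESeq2 output and were computed with DESeq2 (version 1.42.0): adjusted p above 0.05, log2FC between -0.1 and 0.1, CVfromDisp between 10 and 20, and a basemean of at least 500. Fold changes are counts normalized by DESeq2's median of ratios and divided by the WT mean. Single values were compared by exact two-sided permutation tests, 4 libraries against 4, with 70 permutations. On simulated counts with known changes, edgeR recovered 80.8% of 193 changed genes among 17455 tested with 3.70% false calls, and DESeq2 recovered 83.4% with 11.1% false calls. The simulation held far fewer changed genes than the 4003 called in the data. It also had no library set apart as WT replicate A was, so these shares may not hold for the data.

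Genes named in the text are 25 genes that the paper names for the microglia (1 of its conventional reference genes, and the number of them past the stability filters, are not reported here), the genes of 5 fixed lists, the genes beside or overlapping TREM2, P2RY12 and CD52, and the 5 genes with the largest rise and the 5 with the largest fall. The last 2 groups were taken among genes with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the genotypes. The genes around LYNX1, those beside or overlapping ACSS3, SYDE1, TBX10 and MMP1, the mitochondrial mRNAs and the genes at or under 3 counts in 1 genotype with those beside them were chosen after their values were seen. Gene lists for homeostatic microglia, disease-associated microglia, microglia and macrophage identity, pluripotent stem cells and stromal cells were written down and tested with camera of limma (version 3.58.1, correlation 0.01), with fry and with an estimated correlation beside it. Runs of neighbouring genes were tested in windows of 50 genes against 10000 shuffles of the gene order. Transcripts that match another gene at 95% identity or more over at least 100 bases were searched with blastn (version 2.17.0).

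The comparisons, their tests, the rule for named genes, the gene lists and most alternatives were chosen before the data were examined. The alternatives were other normalizations, other filters on low counts, DESeq2 in place of edgeR and edgeR in place of DESeq2, a term for the replicate letter, each library left out in turn, a test against a minimum change, dispersions before shrinkage, other windows and other tests of gene lists. The number of conventional reference genes with an adjusted p under 0.05 was chosen for these comparisons after seeing the data. Added after seeing the data were the replicate term for the candidate and conventional reference genes, leaving out each library for the conventional genes, exon part sums for all but the target gene fold changes, DESeq2 on exon part sums, leaving out RN7SL and mitochondrial genes, removing trends with GC content and transcript length, and the median of each window.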

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

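The tests of transcript length and depth for WT replicate A were chosen only after the share of RN7SL2 had been seen. Of the tests named for the differences between the genotypes, leaving out RN7SL and mitochondrial genes and removing trends with GC content and length were added after the data had been seen, and the others were chosen before.

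WT replicate A lay far from the other WT libraries in several measures. In 74 groups of 4 libraries, the gap between the most extreme library and the next was compared with the range of the group, and 15 groups were beyond Dixon's 95% limit. Chance gives 3.7. WT replicate A was the extreme library in 11 of the 15. RN7SL2 took 16.06% of its counts, against at most 2.689% in the other WT libraries. It was also the highest WT library for the normalized counts of ANXA7 (2942), CNBP (6033), PPIA (25606), PGK1 (23525), RPL13A (35247), TREM2 (19473), IFI27 (2146), THEM6 (719.8) and HIST1H3C (1575), and the lowest for KIF13A (1182).

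A lower total does not account for this library, since its 21272783 counts lie between those of the other WT libraries. That total includes the reads of RN7SL2. Its size factor in DESeq2's median of ratios (0.7808) and its number of genes with a read (26657) were the lowest of all libraries. Fewer reads left for the other genes are therefore not excluded. A larger share of short transcripts is a candidate explanation. Over 13045 protein-coding genes, the deviation of WT replicate A from the mean of all libraries fell with exon length (Spearman correlation across genes -0.499), while in the other WT libraries it rose (0.291 to 0.359). The TREM2KO libraries lay between -0.228 and 0.319. The mean includes WT replicate A, whose trend pushes those of the other libraries the opposite way. The rise in the other WT libraries is therefore not separate evidence. Genes with an exon length of up to 3221 bases deviated by a median of 0.34 (log2) in WT replicate A and genes of at least 7392 bases by -0.20, and 41 histone genes by 1.45. Genes are not independent replicates, so these correlations describe the library only. Whether RNA quality, fragment selection or the cells differed in this replicate stays open, and no biological explanation was tested, since replicate A has no condition of its own. Without WT replicate A, 453 genes passed the 4 stability filters in place of 1089, mostly because CVfromDisp fell under its lower limit (2035 genes met the other limits, and 1919 with all 8 libraries), and 4504 genes were differentially expressed in place of 4003.

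The other 4 groups beyond the limit were in TREM2KO, each in another gene: FOXK1 in replicate D (2258 normalized counts, the others 2076 to 2101), PPP1R10 in replicate B (1612, the others 1962 to 2021), RPLP0 in replicate A (19050, the others 15612 to 15886) and ACSS3 in replicate C (25.48, the others 18.98 to 19.78). No explanation was tested for them.

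The paper does not discuss the genes with the largest rises in TREM2KO. Among genes with at least 100 counts on average these were MMP1 (log2 fold change 3.91), ADM2 (3.27), MMP12 (3.02), CLEC10A (2.86) and IFI27 (2.74), each higher in 4 of 4 TREM2KO libraries than in any WT library and each past an adjusted p of 0.05 in edgeR's quasi-likelihood test, and under the alternatives run for them (other normalizations and filters, the replicate block, each library left out, the DESeq2 Wald test, and the fits without RN7SL and mitochondrial genes or without GC content and length trends). WTAPP1 overlaps MMP1 and rose as well (log2 fold change 2.47), so part of the reads of MMP1 cannot be assigned. No other gene matches the transcripts of ADM2, MMP12, CLEC10A or IFI27 at 95% identity over 100 bases. The WT counts of IFI27 spread widely, from 375.2 to 2146 after normalization, and without WT replicate A its log2 fold change was 3.50.

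Several technical explanations were weighed for the differences between the genotypes. Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many differentially expressed genes, and no other split gave any. A batch of culture or preparation that coincides with the genotype would give the same counts, so the splits cannot exclude one. Leaving out RN7SL and mitochondrial genes left the number at 4001, of which 3934 were shared, so a few genes that take many counts do not explain it. After removal of trends with GC content and length it was 5212, with 95.2% of the 4003 genes shared. RNA of stromal cells in the TREM2KO cultures would raise stromal genes, but their median log2 fold change was -1.47, with 8 of 9 tested genes lower. COL1A2, which had the highest basemean of them (644.7), went the other way (log2 fold change 0.77, adjusted p = 0.0602 in edgeR's quasi-likelihood test). A difference between the genotypes may therefore lie behind these rises, as a hypothesis found and tested on the same data. Since each genotype is 1 line, an effect of TREM2 cannot be separated here from other differences between the edited clone and its parent line, which stay open.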

How the results depend on the processing

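Of 516 values recomputed under an alternative, over 34 results, 487 kept their direction and their side of the threshold, or stayed within 1.5 times the main count, and none reversed (0). Leaving out each library for the conventional reference genes, the replicate block for both sets of reference genes, sums of exon parts (except for the target gene fold changes), DESeq2 on these sums, leaving out RN7SL and mitochondrial genes, removing GC content and length trends and the median of each window were chosen after seeing the data.

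The number of differentially expressed genes was 4003. It was 1111 when tested with glmTreat against a log2 fold change of 0.6, which asks for more by construction. All other alternatives stayed within 1.5 times, from 2996 genes without WT replicate D to 5212 with GC content and length trends removed.

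The number of genes past the 4 stability filters was 1089. It was 667 with gene-wise dispersions, 1919 with no lower bound on CVfromDisp, which by construction lets more genes pass, 1696 with the edgeR fit and 1832 with exon part sums, and from 453 (without WT replicate A) to 1410 (without WT replicate D) across the 8 fits that each left out one library. Of the 10 candidate reference genes, 8 passed. All 10 passed with the edgeR fit, with exon part sums and with no lower bound on CVfromDisp, 6 with gene-wise dispersions, and from 0 (without WT replicate A) to 7 across those fits. Without WT replicate A, CVfromDisp was under 10 for 7 of them and the log2FC beyond 0.1 for 4. In that fit 2035 genes met all limits but the lower one on CVfromDisp, so the low counts there come mostly from genes that varied less. Of 9 conventional reference genes, 1 (GUSB) had a DESeq2 adjusted p under 0.05. It was also 1 with the edgeR fit, 3 with exon part sums (ACTB, GUSB and HPRT1), and from 1 to 6 (without WT replicate A) across the fits that each left out one library. Gene-wise dispersions were not run for this number, since they do not enter the test. The other causes were not tested.

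The fold changes of TREM2, CD52, ACSS3, SYDE1 and TBX10 kept their direction and their call under all alternatives. P2RY12 kept its direction, but was no longer past the threshold with library totals (fold change 0.684), with RPLP0 and GUSB (0.881) or with CNBP and KIF13A (0.649) as the normalization factor. Its fold change ran from 0.568 to 0.709 across the fits that each left out one library, and the call was lost in 5 of them, each with fewer samples. The factor of RPLP0 and GUSB was itself lower in TREM2KO (0.719 of the WT mean), which raises every fold change divided by it. That of CNBP and KIF13A, genes selected from these libraries for a small log2FC, was at 1.00. The cause of the lost call with this factor was not tested.

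Of the 5 gene lists, 3 were past the threshold, 5 with fry and 0 with camera's estimated correlation (also 0 at an unadjusted p under 0.05). By list, 3 calls became weaker and 2 stronger. The largest window of neighbouring genes was beyond its limit under every alternative. The named genes, GUSB, LY6E, JRK and CX3CR1 kept their calls under every alternative tried for them.

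Whether the replicate letters pair the libraries cannot be decided from the values computed here. Libraries with the same letter correlated at 0.248, 0.0581, 0.0928 and 0.293 in their deviations from the group means. Libraries with different letters were not compared in this way, so these correlations lack a reference. With the replicate block, 4970 genes were differentially expressed, and 925 passed the stability filters, among them 5 of the candidate reference genes, and 2 of the 9 conventional genes (ACTB and GUSB) had a DESeq2 adjusted p under 0.05. Of the 13 mitochondrial mRNAs, 11 were lower with an adjusted p under 0.05 in edgeR's quasi-likelihood test with the block, and 7 without it. It changed no call of the target genes or the gene lists.

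Depth limits ACSS3, SYDE1 and TBX10 most, with 2 to 25 reads per WT library.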

Differences from the paper's values

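The paper reports 683 genes past the 4 stability filters in the microglia dataset, and 1089 passed here. With gene-wise dispersions (667 genes) or the replicate block (925 genes) the number was within 1.5 times the paper's. With the other alternatives set before the data were examined it was not. With exon part sums, an alternative chosen after seeing the data, it was farther from the paper's (1832 genes). The paper gives 123000 as the highest basemean among the genes past its filters. It was 498992 here, and 101843 with the replicate block, the only alternative to come within 1.5 times the paper's value. It fell below the paper's value without WT replicate B (42355.9), WT replicate C (43959) or TREM2KO replicate A (63355.7). With exon part sums it was 804966.

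The basemean values of the paper's S1 Table were higher than those computed from the gene counts for all 10 candidate reference genes, and more than 1.5 times higher for 9 of them. The paper's values and those found here were 6823.55 and 2333 for ANXA7, 1996.63 and 729.9 for APIP, 1652.96 and 878.8 for CCNT2, 14427.3 and 5027 for CNBP, 6558.35 and 2274 for DDX42, 3615.09 and 1533 for KIF13A, 1521.71 and 689.1 for MRPL37, 4105.63 and 1956 for PPP1R10, and 5356.63 and 1923 for USP5. None of the alternatives set before the data were examined closed the gap. With exon part sums per gene, an alternative chosen after seeing the values, the paper's basemean was 0.998 times the value found here for each of the 10 genes. For these genes the gap in basemean thus goes with the choice between gene counts and exon part sums. The number of genes past the filters does not, since exon part sums moved it farther from the paper's.

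The direction of the log2 fold changes in S1 Table is not stated and was inferred. With exon part sums, chosen after seeing the values, all 10 have the sign of WT over TREM2KO and lie within 0.011 of it, while with the gene counts 8 of the 10 have that sign and 2 the opposite one. The differences in sign below rest on this reading. On that scale the paper gives -0.04 for FOXK1 and 0.04 for MRPL37, and the values here were 0.0490 and -0.0329. Both are within 1 standard error of 0. For FOXK1 no alternative set before the data were examined gave the paper's sign, and for MRPL37 only the fits without WT replicate C, WT replicate D or TREM2KO replicate B did. With exon part sums they were -0.05 and 0.03.

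The RNA-Seq fold changes of the 6 target genes were within 1.5 times the paper's. They were farthest apart for CD52 (0.16 ± 0.01 in the paper, mean ± SD, and 0.193 ± 0.0288 here) and SYDE1 (3.62 ± 0.34 in the paper and 4.24 ± 0.509 here). With exon part sums, which were among the settings for these fold changes set before the data were examined, they were 0.164 ± 0.0151 and 3.64 ± 0.389.

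The adjusted p-values that the paper prints in Fig 3 are smaller than those of edgeR's quasi-likelihood test. As -log10 of the adjusted p, the paper's values are about 21 for TREM2 (Fig 3C), about 2.8 for P2RY12 (Fig 3F), about 19 for CD52 (Fig 3I), about 5.8 for ACSS3 (Fig 3L), about 12 for SYDE1 (Fig 3O) and about 3.4 for TBX10 (Fig 3R), read by eye. The values here were 4.56, 1.49, 4.37, 3.02, 3.90 and 2.10. The DESeq2 Wald test, the paper's tool and an alternative set before the data were examined, gave 22.2, 2.04, 20.2, 4.23, 11.8 and 3.71, each within 1.5 times the paper's value. For P2RY12 the replicate block (2.46) and the fit without TREM2KO replicate C (2.08) also came within 1.5 times, and for TBX10 the normalization factor of RPLP0 and GUSB (2.75) and the fit without WT replicate A (2.34). The other alternatives set before the data were examined did not, for any of the 6 genes. DESeq2 on exon part sums, chosen after seeing the values, did so for 5 of the 6 genes (TREM2 20.6, CD52 19.2, ACSS3 6.08, SYDE1 12.6, TBX10 3.59) and gave 1.79 for P2RY12.

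The paper states that the basemean values of CD52 and P2RY12 are above those of the other 4 target genes. Here TREM2 had the highest basemean of the 6 (7873). For P2RY12 the paper gives fewer exons than the 3 of its principal transcript in GENCODE release 29, and for the other target genes an upper number of exons below the 16 of the principal transcript of ACSS3. The paper took 3 candidate reference genes from each of the lower 3 quartiles of basemean and 1 from the highest. By the basemean values found here, 2, 1, 4 and 1 of the 8 candidates past the filters fell in the quartiles from lowest to highest.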

Other observations

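The tests of the 8q24.3 stretch and of stray reads, of a lost copy of the window on chromosome 8, of the genes at or under 3 counts and those beside them, of the mitochondrial mRNAs without WT replicate A and of the exon parts of P2RY12 and TREM2 were chosen only after the result was seen, and the removal of GC content and length trends was added after the data had been seen.

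Of 9 conventional reference genes of the paper, GUSB alone differed between the groups after adjustment in the RNA-Seq counts (2 of the 9 had an unadjusted p under 0.05 in DESeq2). This count depended on WT replicate A. Without it, 6 (ACTB, GUSB, RPLP0, HPRT1, PGK1 and RPL13A) had a DESeq2 adjusted p under 0.05. With exon part sums, 3 genes had a DESeq2 adjusted p under 0.05 (ACTB, GUSB and HPRT1). GUSB (chromosome 7, 65960684 to 65982314) was at 0.444 ± 0.029 of the WT mean in TREM2KO (SD, n = 4; log2 fold change -1.17, standard error 0.082, adjusted p = 2.54e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lower in 4 of 4 libraries. RPLP0, which the paper pairs with GUSB for normalization, was at 1.15 ± 0.114 (adjusted p = 0.503 in edgeR's test). The mean fold changes of the other 7 genes lay between 0.767 (PPIA) and 1.19 (ACTB), and none had an adjusted p under 0.05 in edgeR or DESeq2 on the gene counts of all 8 libraries with genotype as the only term. The qPCR values of the paper were not analysed here.

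Several technical explanations of the fall of GUSB were tested. Its 19 annotated pseudogenes gained 30.8 normalized reads together, whereas GUSB changed by -2156, so reads moved to the pseudogenes do not account for it. The ratio of TREM2KO to WT counts was between 0.190 and 0.674 over its 24 exon parts with at least 200 WT reads. The 20 genes around it had a median log2 fold change of -0.11 (from -4.02 to 0.521). This argues against the loss of a chromosome segment that spans most of them. A median over these genes cannot rule out a shorter loss around GUSB. With trends of GC content and transcript length removed, the log2 fold change was -1.10. A lower RNA level of GUSB in the TREM2KO line is a hypothesis that these tests leave open, as is a change in the gene itself that is particular to the edited clone.

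Reads of several neighbouring genes on 8q24.3 were absent from the TREM2KO libraries. From THEM6 to LYNX1 (chromosome 8, 142727203 to 142778224), 5 genes held 9119 reads in the WT libraries and 0 in the TREM2KO libraries, which allows a share of up to 0.0329%. Normalized counts were at least 161.3-fold lower for THEM6 and at least 554.5-fold lower for LYNX1. Farther along, LY6E had 4078 WT reads and 32 TREM2KO reads, LINC02904 had 127 and 0, and ZFP41 had 453 and 3. On the near side JRK fell less (log2 fold change -1.30, adjusted p = 1.8e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and PSCA did not differ (adjusted p = 0.177, same edgeR test). On the far side GLI4 was not changed (log2 fold change -0.12, adjusted p = 0.675, same edgeR test). Transcripts of JRK match PSCA and those of THEM6 match AC108002.1 on the opposite strand, and those of LYNX1 match LYNX1-SLURP2 and those of ZFP41 match AC138696.1 on the same strand, so their reads could be split.

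Loss of both copies of the DNA from THEM6 to LY6E would leave no LY6E reads, but the 32 reads lay in 20 of the 24 exon parts with WT reads. Loss of THEM6 to LYNX1 alone would leave LY6E at its level, but its log2 fold change was -7.24 (-6.55 without WT replicate A, which held 1925 of its WT reads). If the LY6E reads were stray reads from the WT libraries, 71.6 reads of THEM6 to LYNX1 would come with them, and 0 were seen. No other gene (0) matches a transcript of LY6E at 95% identity over 100 bases. Loss of expression over the region without loss of the DNA, or a loss of THEM6 to LYNX1 that also removes elements other genes depend on, may explain the pattern, and both stay untested, since no DNA was measured.

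The largest shift of a window of 50 neighbouring genes was on chromosome 8 (130052104 to 143541453), with a mean log2 fold change of -1.48 against a limit of 0.693 from shuffles (permutation of the gene order, p = 1e-04, the smallest that 10000 shuffles can give). In all, 124 of 16698 overlapping windows were beyond the limit, in 4 runs on chromosomes 1, 2, 8 and X. Loss of 1 copy of the whole window in all cells would put its median near -1, but the median was -0.31 and 16 of the 50 genes lay above 0. Without 7 genes (LY6E and those at or under 3 counts in TREM2KO) the mean was -0.38, so these genes make up most of the mean shift. They do not make up all of it. The largest median of a window, also on chromosome 8 (130004528 to 143384220), was -0.38 against a limit of 0.295. Smaller losses, a loss in a share of the cells, and a shared change in expression cannot be told apart here, since no DNA was measured. The medians of the chromosomes ran from -0.03 to 0.06.

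Among genes with at least 100 counts on average in the other genotype, 6 were at or under 3 counts in every TREM2KO library (CTSF, HIST1H3C, ZNF736, THEM6, LYNX1 and ZFP41) and 1 in every WT library (MIR3648-1, with 0 to 373 counts in the TREM2KO libraries). HIST1H3C was at least 230-fold lower, a bound that rests in part on WT replicate A (1575 normalized counts, the other WT libraries 400.2 to 566.4). Its log2 fold change was -9.22, and -8.62 without this library. The 6 genes were at least 35.2-fold to at least 554.5-fold lower. The largest falls outside these were RNF128 (log2 fold change -7.50) and ATP2B2 (-7.36). Lower depth of the TREM2KO libraries does not account for them, since their median total (21726775) was above that of the WT libraries. Of the 6 genes, 33.3% had another of them as the next tested gene, more than in shuffles of the gene order (permutation test, p = 0.0015). These are THEM6 and LYNX1 on 8q24.3, whose missing reads had been seen before the test was chosen. The test therefore adds no separate evidence of clustering. ZFP41, also on 8q24.3, lies beside LINC02904, which had 0 TREM2KO reads. Beside HIST1H3C, H2BC3 fell too (log2 fold change -6.27, from 913 to 14 reads), while H1-2 did not (0.53), so a loss of DNA there cannot be told apart from lower expression, since no DNA was measured. The tested genes beside CTSF and ZNF736 had log2 fold changes from -0.066 to 0.82, which argues against the loss of a segment that spans either of them and a tested gene beside it. Silencing in the edited clone, or during its derivation, could leave such genes without reads, and was not tested.

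The 13 mitochondrial mRNAs were lower in TREM2KO (median log2 fold change -1.36, 7 with an adjusted p under 0.05 in edgeR's quasi-likelihood test), and all 13 were lower under each normalization tried. The number past the threshold was 4 without TREM2KO replicate A or B, between 5 and 9 without any one of the other 6 libraries, and 13 with no filter beyond 1 read. They took between 0.591% and 1.35% of the counts in the TREM2KO libraries and between 1.68% and 2.95% in the WT libraries (exact two-sided permutation test, p = 0.029). WT replicate A had the highest share. Without it the median was -0.69, 6 of the 13 had an adjusted p under 0.05, and the lowest of the other WT libraries (1.676%) was still above the highest TREM2KO library (exact two-sided permutation test, p = 0.0571, where 3 libraries against 4 can reach 0.0286). This library alone thus does not account for the difference. Whether the cells differ in mitochondrial RNA, or the preparation of the 2 groups differed, cannot be read from the counts.

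Of the gene lists, disease-associated microglia genes had a median log2 fold change of -0.63 in TREM2KO (adjusted p over the 5 lists 0.0051 with camera). Of its 15 genes, 7 were lower and 1 higher with an adjusted p under 0.05 over all genes tested, and 9 lower and 1 higher when adjusted over the list alone. Genes of microglia and macrophage identity had a median of -0.36 (camera adjusted p = 0.00917; 6 of 14 lower and 0 higher, 7 and 0 adjusted over the list alone), and -0.23 without WT replicate A. Homeostatic genes had a median of -0.30 (camera adjusted p = 0.0946; 5 of 11 tested genes lower and 1 higher, 5 and 2 adjusted over the list alone; 2 lower with library totals as the only scaling, and 3 without WT replicate B, C or D or TREM2KO replicate A or B), with CX3CR1 higher (log2 fold change 1.13). P2RY12, which the paper picked from these libraries, is in this list, and CSF1R and TYROBP are each in 2 lists. Stromal genes had a median of -1.47 (camera adjusted p = 0.00354; 6 of 9 tested genes lower and 0 higher, 6 and 1 adjusted over the list alone). The lists of disease-associated, identity and stromal genes held under fry. Past the threshold with fry, but not with camera, were also the homeostatic list (fry adjusted p = 0.00563) and the stem cell list (0.0118). None of the calls held with camera's estimated correlation (smallest adjusted p 0.264).

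Residual stem cells in one genotype would show stem cell genes at levels set by their share. POU5F1, LIN28A and L1TD1 were at 0.317 CPM or less on average in either genotype. Only 2 of the 11 genes of the list passed the filter on low counts, LIN28B and DNMT3B. LIN28B was at 9.21 CPM in WT and 10.0 CPM in TREM2KO (log2 fold change 0.04), and DNMT3B was lower in TREM2KO (-0.71). For the list, camera gave an adjusted p of 0.281 and fry one of 0.0118. A share of stem cells large enough to matter for the 4003 differentially expressed genes is therefore unlikely.

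Several explanations of the fold changes of 2 target genes were tested. Deletion of one or more whole exons of TREM2 would leave exon parts without reads in TREM2KO, but over its 8 parts with at least 200 WT reads the lowest ratio of TREM2KO to WT counts was 0.123. A small insertion or deletion that leaves the RNA in place, with less of it made or kept, stays open as a hypothesis. For P2RY12, reads outside its spliced transcript or from MED12L could hide a deeper fall in some exon parts, but over its 4 parts with at least 200 WT reads the lowest ratio was 0.449. A part with 31 WT and 11 TREM2KO reads was at 0.309. The neighbours P2RY13 (log2 fold change -0.35, adjusted p = 0.184, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and IGSF10 (-1.48, adjusted p = 0.000647, same edgeR test) went in the same direction, and of the genes beside TREM2, TREML1 (0.51) and TREML2 (0.53) rose.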
